# Plasma Exosomes at the Late Phase of Remote Ischemic Pre-conditioning Attenuate Myocardial Ischemia-Reperfusion Injury Through Transferring miR-126a-3p

**DOI:** 10.3389/fcvm.2021.736226

**Published:** 2021-11-30

**Authors:** Danni Li, Yang Zhao, Chuyi Zhang, Fan Wang, Yan Zhou, Sanqing Jin

**Keywords:** remote ischemic pre-conditioning, exosomes, microRNA, miR-126a-3p, cardioprotection, myocardial ischemia-reperfusion, cardiomyocyte apoptosis

## Abstract

**Background:** Remote ischemic pre-conditioning (RIPC) alleviated the myocardial ischemia-reperfusion injury, yet the underlying mechanisms remain to be fully elucidated, especially at the late phase. Searching a key component as a transfer carrier may provide a novel insight into RIPC-mediated cardioprotection in the condition of myocardial ischemia-reperfusion.

**Objective:** To investigate the cardioprotective effect of plasma exosomes at the late phase of RIPC and its potential signaling pathways involved.

**Methods and Results:** Exosomes were isolated from the plasma of rats 48 h after the RIPC or control protocol. Although the total plasma exosomes level had no significant change at the late phase of RIPC (RIPC-exosome) compared with the control exosomes (Control-exosome), the RIPC-exosome afforded remarkable protection against myocardial ischemia-reperfusion (MI/R) injury in rats and hypoxia-reoxygenation (H/R) injury in cells. The miRNA array revealed significant enrichment of miR-126a-3p in RIPC-exosome. Importantly, both miR-126a-3p inhibitor and antagonist significantly blunted the cardioprotection of RIPC-exosome in H/R cells and MI/R rats, respectively, while miR-126a-3p mimic and agomir showed significant cardioprotection against H/R injury in cells and MI/R injury in rats. Mechanistically, RIPC-exosome, especially exosomal miR-126a-3p, activated the reperfusion injury salvage kinase (RISK) pathway by enhancing the phosphorylation of Akt and Erk1/2, and simultaneously inhibited Caspase-3 mediated apoptotic signaling.

**Conclusions:** Our findings reveal a novel myocardial protective mechanism that plasma exosomes at the late phase of RIPC attenuate myocardial ischemia-reperfusion injury via exosomal miR-126a-3p.

## Introduction

It has been well-known that remote ischemic pre-conditioning (RIPC), a phenomenon where transient non-fatal ischemia of distant organs from the heart, protects the myocardium against myocardial ischemia-reperfusion (MI/R) injury (1). The protective effects of RIPC have early phase and late phase (2, 3). The early phase protection which occurs immediately after RIPC lasts for about 3 h. The late phase protection which appears 24–48 h after RIPC, lasts for 3–4 days and has lots of biology efficacies (4). The mechanisms underlying the cardioprotective effects of RIPC, especially at the late phase, remain elusive.

Many studies support that blood-borne mediators serve as signal transduction mechanisms (5, 6). Several studies have focused on exploring the nature of circulatory mediators in the blood that may carry pre-conditioning signals from remote organs to target organs, binds to respective receptors, and activates intracellular signaling pathways (7–13). Our previous studies show the cardioprotection of RIPC at the late phase can be transferred by plasma (14–17), but many questions about the mechanisms remain unanswered.

Exosomes are small (50–90 nm) endogenous membrane vesicles secreted by a variety of cells and are thought to be good mediators of intercellular communication and crosstalk through the transfer of various signaling molecules, including proteins, mRNAs, and non-coding RNAs such as miRNAs (18). In the last decade, the functions of exosomes in MI/R injury have been widely explored (19–23). It has been reported that long-term exercise-derived exosomes have cardioprotection against MI/R injury with exosomal miR-342-5p as a novel cardioprotective exerkine (24). Vincencio et al. proposed that exosomes induced by the RIPC at the early phase may act as carriers of the cardioprotective factors (25). Minghua et al. found that exosomal miR-24 at the early phase of RIPC in rats may play a central role in mediating the cardioprotective effects of RIPC (26). These findings suggest that exosomes may play a role in the cardiovascular benefits conferred by RIPC. Since small amounts of exosomes may have significant effects (27), it is crucial to explore the functional effects of exosomes, especially their cardioprotection in the late phase of RIPC.

In this study, we found that the cardioprotective effect could be transferred by plasma exosomes at the late phase of RIPC and exosomal miR-126a-3p might be a novel cardioprotective molecule against MI/R injury, which activated the RISK pathway and inhibited the activation of apoptotic protein Caspase-3.

## Materials and Methods

### Animals

Male Sprague-Dawley rats (250–300 g, aged 7–8 weeks) were obtained from the Experimental Animal Center of Southern Medical University (China) and housed in separate cages in a temperature-controlled room (22–24°C) with free access to water and food. We used male rats in this study to avoid the possible interference of estrogen hormonal disturbances on the results because studies have shown that estrogen *per se* exerts cardiovascular protective effects. Rats were randomly assigned to either experimental or a control group, using a completely randomized design. This study was approved by the Animal Care Ethics Committees of the Sixth Affiliated Hospital, Sun Yat-sen University (IACUC-20190221-002 and IACUC-2020091101). Rats were anesthetized with an intraperitoneal injection of 3% sodium pentobarbital (60 mg/kg).

### Animal Model of RIPC

RIPC was operated by binding elastic rubber bands around the proximal ends of both hind limbs with a 4-cycle procedure (5 min ischemia followed by 5 min reperfusion) after the rats were anesthetized. Cessation of blood flow to the hind limbs was confirmed using laser Doppler imaging to monitor microcirculatory blood flow in the hind limbs (Laser Doppler Blood Perfusion Imager, Perimed AB, Sweden). After 48 h, the rats in both groups were anesthetized, placed in a supine position, laparotomy performed, blood was drawn from the abdominal aorta using a 7^#^ needle and rapidly removed into a vacutainer containing sodium citrate.

### Isolation of Exosomes and Free-Exosomes Plasma

Exosomes were prepared by differential centrifugation at 4°C as follows. Whole blood samples were centrifuged at 1,600 × g for 20 min to obtain plasma, then centrifuged at 10,000 × g for 45 min to remove platelets and cells, and then twice at 100,000 × g for 70 min with a Type 100 Ti rotor (Beckman, Germany). After a series of differential centrifugation steps above, the final precipitation was considered as exosomes. Exosomes isolated from 1 ml of plasma were redissolved in 100 μl of PBS and filtered by a 0.22 μm pore filter and stored at −80°C for further experiments. *In vivo* study, 100 μL of the exosome suspension was further diluted to 1 ml before use. *In vitro* study, 100 μl of the exosome suspension was added to each well.

Free-exosome plasma was prepared by differential centrifugation at 4°C as follows. Whole blood samples were centrifuged at 1,600 xg for 20 min to obtain supernatant, then centrifuged at 2,000 × g for 45 min and 10,000 × g for 45 min to remove cells and platelets, and then at 110,000 × g for 70 min with a Type 100 Ti rotor. After that, the supernatant was considered as free-exosome plasma. Free-exosome plasma was also filtered using a 0.22 μm pore filter and stored at −80°C.

### Transmission Electron Microscopy (TEM)

Transmission electron microscopy (FEI, Thermo Fisher, USA) was used to observe the exosomes. Exosomes purified from 1,000 μL of plasma were resuspended in 1,000 μl of PBS. Then, 10 μL of the exosome solution was loaded on a formvar/carbon-coated 200-mesh copper electron microscopy grid and incubated for 2 min at 25°C, and then was stained with 3% phosphotungstic acid for 2 min at 25°C. After that, the exosomes were visualized using a transmission electron microscope. Micrographs were used to quantify the diameter of exosomes.

### Nanoparticle Tracking Analysis

Nanoparticle tracking analysis (NTA) was used to analyze the absolute size distribution of exosomes given that the Brownian movement of nanoparticles in a solution is related to their size (28). Exosomes isolated from 1 ml of plasma were resuspended in 1 ml of PBS,1:1000, dilutions were analyzed in NanoSight NS300 (Marvel, UK). The following settings were used: measurement temperature of 20 ± 1°C, 30 frames per second, and measurement time of 60 s. Each sample was tested thrice.

### Cell Culture

The rat cardio-myoblast cell line (H9C2) was purchased from the Cell Bank of the Chinese Academy of Sciences. The H9C2 cells were cultured in a complete medium containing Dulbecco's modified Eagle's medium (DMEM) (Gibco, Thermo Fisher, USA), 10% fetal bovine serum (Gibco, Thermo Fisher, USA), and 1% penicillin-streptomycin (Sigma-Aldrich, USA).

Neonatal rat primary cardiomyocytes were isolated from 1or 2 days old Sprague Dawley rats. The ventricular parts of the hearts were minced into 1–2 mm^3^ tissue blocks under sterile conditions. The tissues were repeatedly digested with freshly prepared compound digestive enzyme (collagenase II 1 mg/ml, 0.2 mg/ml in D-Hank's solution, sterile filtered, pH 7.2. Gibco, Thermo Fisher, USA) for 20 min in at 37°C until they were completely digested and then filtered through a 200 μm cell strainer. Filtered cardiac cells were cultured in a plate and incubated at 37°C for 1 h to remove fibroblasts. The suspensions were centrifuged at 1,000 rpm for 5 min at 4°C and then the cardiomyocytes were cultured in DMEM/F12 (Gibco, Thermo Fisher, USA) medium supplemented with 10% fetal bovine serum, 1% penicillin/streptomycin at 37°C in humid air with 5% CO_2_ for 36 h before other treatments.

To study the functions of exosomes, exosomes purified from 1 ml of plasma and resuspended in 100 ul of PBS were cultured with cells in a 6-well-plate for 24 h before the induction of Hypoxia/Reoxygenation injury.

### Exosome Labeling

To confirm exosome uptake by H9C2 cells, exosomes were labeled using a Dio green fluorescence kit (MCE, USA) according to the manufacturer's protocol. Lipophilic tracers Dio were prepared in stock solutions of dimethyl sulfoxide (DMSO) for the *in vitro* study. Exosomes were stained with 10 μM Dio for 10 min at 4°C and ultracentrifuged twice at 100,000 *g* for 40 min at 4°C to remove the excess dye. The isolated exosomes were resuspended in DMEM and used in the uptake experiments. Cells in the experimental group were incubated with Dio-stained exosomes and cells in the blank group were incubated only with Dio without exosomes. After a 2 h incubation, the cells were fixed with 4% paraformaldehyde (TCI, Japan) for 30 min and then visualized using a fluorescence microscope (IX73, Olympus, Japan) with 4′,6-diamidino-2-phenylindole, dihydrochloride (DAPI) stain. Dio emits green fluorescence under the excitation of light with a wavelength of 484 nm.

### Cell Model of Hypoxia/Reoxygenation

The cells in serum-free and glucose-free DMEM were placed in a hypoxic chamber containing 95% N_2_/5% CO_2_ for 24 h. Subsequently, cells were subjected to reoxygenation in a standard incubator (95% air/5% CO_2_) in a complete medium for 6 h.

### Cell Viability Assay

Cell viability was observed using a Cell Counting kit-8 (CCK-8; Ape×bio, USA) according to the manufacturer's instructions. Cells were cultured into 96-well-plates at a density of 2,000 cells per well in a complete culture medium. Five replicates were set up for each group. The cells were treated according to the grouping. Subsequently, 10 μl CCK-8 was added to each well and incubated for 2 h. Optical density values were measured at 450 nm on a microplate reader (Multiskan FC, Thermo Fisher, USA).

### Flow Cytometry

Fluorescein isothiocyanate (FITC)-conjugated Annexin V and propidium iodide (PI) (BD Biosciences, USA) were used to identify apoptotic cells. The left upper quadrant (FITC–/PI+) showed the dead cells; the right upper quadrant (FITC+/PI+) showed the late apoptotic cells; the left lower quadrant (FITC–/PI–) showed the intact cells, and the right lower quadrant (FITC+/PI–) showed the early apoptotic cells. Experiments were performed using a flow cytometer (Beckman, Germany), and the data obtained from the cell population were analyzed with Flow Jo_V10 (BD Biosciences, USA) software. The rate of total apoptotic cells was counted as the sum of early and late apoptotic rates.

### Animal Model of Myocardial Ischemia/Reperfusion

Rats were anesthetized and intubated for mechanical ventilation in a supine position. The respiratory rate was 70 cycles/min, the tidal volume was 1 ml per 100 g body weight and the inspiration and expiration ratio was 1: 1 (Double channel Rodent Ventilator, ZH-DW-3000S, Zhenhua, China). A heating pad was used to keep rats' body temperature at around 37°C. Hemodynamic indices were recorded with a multi-channel physiological signal acquisition processing system (PowerLab, AD Instruments) that was connected to a pressure transducer. Then, the chest of a rat was opened via a lateral thoracotomy, and the heart was exposed through a pericardiotomy. A 6–0 nylon suture with a curved tapered needle was placed under the left anterior descending coronary artery (LAD) 3 mm below the left atrium. A small plastic tube was placed above the myocardium to reduce direct dissecting injury to the myocardium. The surgeon ligated the suture line with the small plastic tube for reversible LAD occlusion. Myocardial ischemia was confirmed by visual myocardium cyanosis and S-T segment elevation on electrocardiography. After 30 min LAD-ligation and the small plastic tube remove, reperfusion began and continued for 180 min. Finally, the rats were sacrificed after the reperfusion for histologic assessment. All procedures and analyses were performed by investigators blinded to the grouping. Rats that died from complications during anesthesia and surgery were excluded from the analysis. The sample size was chosen based on our previous experience in the study of animal models of myocardial ischemia/reperfusion.

### Tail Vein Injection of Exosomes or Free-Exosomes Plasma

Tail vein injection of exosomes or free-exosomes plasma was performed on rats 24 h before the induction of MI/R injury as described above. Briefly, male Sprague-Dawley rats (6 weeks old) were placed in a fixator. Exosomes purified from 1 ml of plasma and resuspended in 1 ml of PBS, or 1 ml of free-exosomes plasma were injected into the tail vein. The experiments were blindly operated by a researcher who did not know the grouping.

### Echocardiography Measurements

Functional cardiac changes before the intervention and after the reperfusion were determined using echocardiography. The operator was blinded to the treatment. Transthoracic two-dimensional M-mode echocardiography was performed using the Vevo 2100 Imaging System (Visual Sonics, USA) equipped with an MS-250 probe (29–31). Left ventricular end-systolic and end-diastolic diameters (LVSD and LVDD, respectively), were measured after obtaining a 2-dimensional short-axis view of the left ventricle at the level of the papillary muscles. The mean value of the three measurements was determined for each sample. Left ventricular end-diastolic volume (EDV) and end-systolic volume (ESV) were calculated according to the Teichholz formula. The left ventricular ejection fraction (LVEF) was calculated as (EDV–ESV)/EDV × 100% (32). Changes in cardiac function were determined by the difference in the LVEF (ΔLVEF).

### Measurement of Myocardial Infarct Size

Myocardial infarct size was determined by the Evans blue/triphenyl tetrazolium chloride (TTC) double staining method. After 180 min reperfusion, the LAD was ligated again. Two min later, the rat was injected with 2 ml of 3% Evans blue (Sigma-Aldrich, USA) via the femoral vein. The area of heart unstained by Evans blue was named the area at risk (AAR). After death from an overdose of sodium pentobarbital, the heart was immediately removed and washed off with 0.9% saline. Subsequently, the heart was frozen at −20°C for 60 min and then cut into 5 equal thickness transverse slices (2 mm each) from the apex to the base. These slices were placed in 1% TTC (TCI, Japan) for 10 min in the dark at 37°C, then fixed in 4% paraformaldehyde (TCI, Japan) for 24 h. After TTC staining, the white area was known as the infarct area (INF) and the red area was the viable myocardium in the AAR. Images were taken and quantified by planimetry with Image J software (version 1.52a, National Institutes of Health, USA) in a blinded manner. Myocardial infarct size was represented as the percentage of INF relative to the AAR (INF/AAR × 100%).

### TUNEL Assay for Myocardial Apoptosis

Myocardial apoptosis was expressed by terminal deoxynucleotidyl transferase-mediated dUTP nick-end labeling (TUNEL) staining. An *In Situ* Cell Death Detection Kit (Roche, USA) was used according to the manufacturer's instructions. Briefly, the anterior wall of the left ventricular myocardium was cut into the freezing section. Apoptotic nuclei in the sections appeared green stained with the TUNEL, whereas all nuclei appeared blue by DAPI (4, 6-diamino-2-phenylindole; Beyotime, China). Each section was photographed at 400-magnification with a fluorescence microscope (IX73, Olympus, Japan). The apoptotic index was represented as the percentage of apoptotic myocytes relative to the total number of cardiomyocytes (green/blue) using Image J software (version 1.52a) in a blinded manner.

### The miRNA Library Construction and Sequencing

Total RNAs from plasma exosomes isolated from the control rats and the RIPC rats were extracted using the Trizol reagent (Invitrogen, Carlsbad, CA, USA) according to the manufacturer's instructions (*n* = 3 per group). The miRNA library preparation and sequencing were conducted using an Illumina HiSeq 2500 platform (Ribobio, China). Both 3' and 5' adaptors were ligated with unique small RNA fractions to construct a small RNA sequencing library. Subsequently, the adaptor-ligated RNA fragments were reverse-transcribed and amplified using PCR and sequenced. Differential expression of miRNAs between the two groups was analyzed using cluster analysis.

### Transfection of Cells

The miR-126a-3p mimics (50 nmol/L), inhibitors (100 nmol/L), and their negative control (50/100 nmol/L) RNAs (RiboBio, China) were transfected into cells with Lipofectamine 3000 (Life Technologies, USA) according to the manufacturer's instructions. Cells were incubated for 6 h with the transfection complex before it was discarded and replaced by fresh media. Experiments were performed 24 h after transfection.

### Intracardiac Injection of miRNA Agomir or Antagomir

The miR-126a-3p agomir, antagomir, and their negative control (agomir-NC, antagomir-NC) (RiboBio, China) were used according to the manufacturer's instructions. Rats were intracardiac injected with 10 nmol miR-126a-3p antagomir, or 5 nmol miR-126a-3p agomir, or their negative control in 200 μl of the saline buffer. Briefly, anesthetized male Sprague-Dawley rats were placed in a supine position with respiratory support by a respiratory mask during the surgery, and the fourth intercostal space was exposed without thoracotomy or cutting the ribs. The 30-gauge needle was inserted at the place where the heart apical pulse was strongest. The needle tip was determined to be located in the heart cavity when pulsating blood return was sawn which was consistent with the heart pulse frequency. The chest wall was then closed following the injection. After 24 h, these rats were subjected to MI/R injury as described above in a blinded manner.

### RNA Isolation and Quantitative Real Time-PCR

Exosome-RNAs were isolated from exosomes with Trizol (Invitrogen, Carlsbad, CA, USA) according to the standard procedures and cel-miR-39 (RiboBio, China) was added to normalize the technical variation between samples. Tissue and cell RNAs were extracted with RNA-Quick Purification Kit for small RNA (ES Science, China) according to the protocols obtained from the manufacturers, and U6 (RiboBio, China) was used as the internal reference for miRNA. RNA concentrations were verified on the NanoDrop Spectrophotometer (Thermo Scientific, USA). Isolated RNA was reversely transcribed using miRNA primers (Bulge-LoopTM miRNA RT primer) and the riboSCRIPT Reverse Transcription Kit (RiboBio, China). qRT-PCR was performed on a Roche LightCycler 480°C System (Roche, Switzerland) using a TB Green Premix Ex Taq II Kit (Takara, Japan). Amplification was performed at 95°C for 30 s, followed by 40 cycles of 95°C for 5 s and 60°C for 20 s. All procedures were performed according to the protocols obtained from the manufacturers. Fold change in RNA species was calculated using formula 2^(−ΔΔ^Ct). ΔΔCt = (Ct target miRNA–Ct control). The sequences were as follows:

miR-126a-3p 5′-UCGUACCGUGAGUAAUAAUGCG-3′

let-7c-5p 5′-UGAGGUAGUAGGUUGUAUGGUU-3′

let-7f-5p 5′-UGAGGUAGUAGAUUGUAUAGUU-3′

miR-203a-3p 5′-GUGAAAUGUUUAGGACCACUAG-3′

miR-144-3p 5′-UACAGUAUAGAUGAUGUACU-3′

miR-98-5p 5′-UGAGGUAGUAAGUUGUAUUGUU-3′.

### Western Blot

Tissues, cells, and purified exosomes were lysed with RIPA buffer (Beyotime, China). Protein concentration was determined using a BCA Protein Assay kit (Beyotime, China). Protein samples were separated using electrophoresis with SDS-PAGE (sodium dodecyl sulfate-polyacrylamide gel electrophoresis) and transferred onto a polyvinylidene difluoride (PVDF) membrane (Roche Diagnostics, USA). The membranes were blocked with 5% skimmed milk in TBS-T (Tris-buffered saline with 0.1% Tween 20) and incubated with the appropriate primary antibodies at 4°C for 12 h, followed by incubation with the corresponding secondary antibodies at 25°C for 1 h. The blots were detected by a Bio-Rad (California, USA) automatic chemiluminescence imaging analysis system using ECL supersensitive luminescent solution (Thermo Fisher, USA). TBS-T was used to wash the membranes. Primary antibodies against CD9 (ab92726), CD81 (ab109201) were purchased from Abcam (USA) and p-Akt (Ser473) (#4060), Akt (#2920), p-Erk1/2 (Thr202/Tyr204) (#4370), Erk1/2 (#4695), Caspase-3 (#14220), cleaved Caspase-3 (#9661), LY294002 (#9901), U0126 (#9903), and GAPDH (#97166) were purchased from Cell Signaling Technology (CST, USA). Secondary antibody goat anti-mouse IgG (ab205719) and goat anti-rabbit IgG (ab6721) were purchased from Abcam (USA). Antibodies against GAPDH were used as loading controls.

### Statistical Analysis

All of the statistical tests and were performed with the SPSS 26.0 software (SPSS Inc., Chicago, IL, USA). Statistical significance was considered as *p* < 0.05. All values are presented as mean ± standard deviations of *n* independent experiments. Normality of data distribution was assessed using the Shapiro-Wilk normality test and the homogeneity of variance was tested by the Leven test. If the data of two groups conformed to normal distribution and homogeneity of variance, they were analyzed by two-tailed Student *t*-test, otherwise, they were analyzed by Mann-Whitney *U*-test. If other data conformed to normal distribution and homogeneity of variance, they were analyzed by ANOVA (three or more groups) followed by Bonferroni's correction, otherwise, they were analyzed by Kruskal-Wallis test.

## Results

### Identification and Functional Verification of Plasma Exosomes at the Late Phase of RIPC *in vitro*

To better understand the function of plasma exosomes mediated cardioprotection induced by the late phase of RIPC, plasma exosomes were isolated from control rats (Control-exosome, C-exo) and RIPC-rats (RIPC-exosome, R-exo) 48 h after the RIPC protocol using the traditional differential ultracentrifugation (Figures 1A,B). Transmission electron microscopy revealed typical circular particles with diameters of 50–90 nm in separated sections (Figure 1C). Nanoparticle tracking analysis represented no significant differences in size distribution and concentration (2.7 × 10^9^ ± 0.3 × 10^9^ ml^−1^ vs. 3.2 × 10^9^ ± 0.6 × 10^9^ ml^−1^) between Control-exosome and RIPC-exosome (Figures 1D–G). Western blot analysis confirmed the presence and the similar levels of exosome marker proteins (CD81 and CD9) between RIPC-exosome and Control-exosome (Figures 1H,I). These results confirmed that exosomes had been successfully isolated and purified and the total plasma exosomes level had no significant change between RIPC-exosome and Control-exosome.

**Figure 1:**
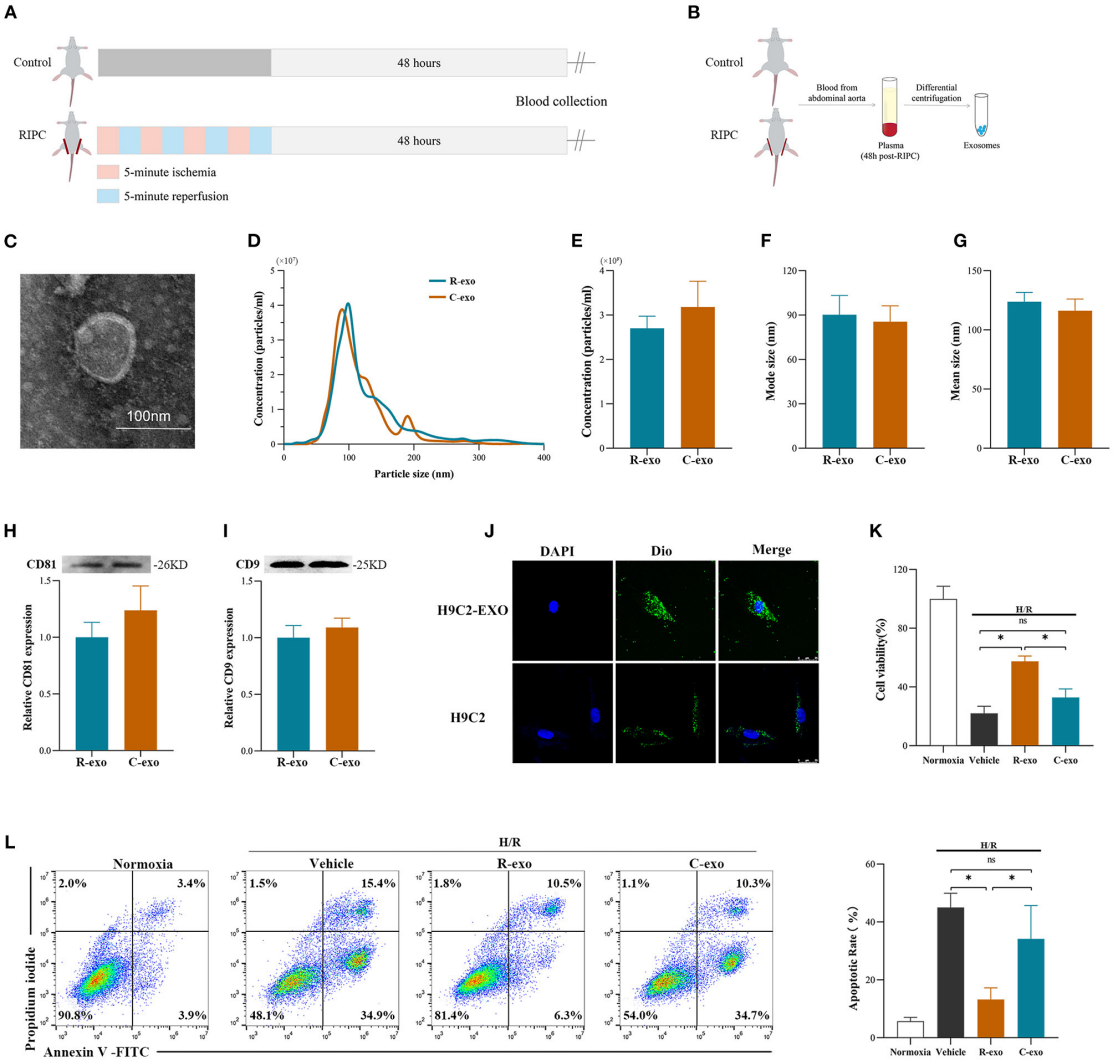
Identification and functional verification of plasma exosomes at the late phase of RIPC *in vitro*. **(A)** Establishment of the late-phase RIPC model in rats. **(B)** The process to obtain the plasma exosomes from rats with or without the late-phase RIPC protocol. **(C)** Representative electron micrograph of isolated plasma exosomes. Scale bar: 100 nm. **(D)** Representative results of NTA (nanoparticle tracking analysis) demonstrating size distribution and concentration in Control-exosomes (C-exo) and RIPC-exosomes (R-exo). **(E)** The average concentration in Control-exosomes and RIPC-exosomes (*n* = 4). **(F)** Mode size in Control-exosomes and RIPC-exosomes (*n* = 4). **(G)** Mean size in Control-exosomes and RIPC-exosomes (*n* = 4). **(H)** Representative images of Western blot (top) and quantified data (bottom) in exosomal marker proteins CD81 in Control-exosomes and RIPC-exosomes (*n* = 4). **(I)** Representative images of Western blot (top) and quantified data (bottom) in exosomal marker proteins CD9 in Control-exosomes and RIPC-exosomes (*n* = 4). **(J)** Representative images of H9C2 cells that were incubated with the presence (H9C2-EXO) or absence (H9C2) of Dio-labeled exosomes (green). Cardiomyocyte nuclei were stained with DAPI (blue). Scale bar: 25 μm. **(K)** The data of cell viability showed that RIPC-exosomes improved cell viability with 24 h co-incubation and following H/R injury. **(L)** The data and representative images of cell apoptosis by flow cytometric analysis showed that RIPC-exosomes decreased cell apoptosis with 24 h co-incubation and following H/R injury (*n* = 3). RIPC, remote ischemic pre-conditioning; R-exo, exosomes isolated from the plasma of the late-phase RIPC rats; C-exo, exosomes isolated from the plasma of the control rats; H/R, Hypoxia/Reoxygenation (24/6 h). *p < 0.05 and ^ns^*p* > 0.05.

To confirm whether exosomes could be internalized by H9c2 cells, we incubated the H9C2 cells with Dio-labeled exosomes and observed that exosomes were taken up by H9C2 cells as indicated by confocal images (Figure 1J). Subsequently, to demonstrate the protective effects of RIPC-exosome, we performed functional experiments and the study design was shown in Supplementary Figure 2A. Importantly, pre-incubation with RIPC-exosome, but not Control-exosome, for 24 h attenuated cellular H/R injury as indicated by increased cell viability (Figure 1K) and reduced cell apoptosis (Figure 1L) when compared with the vehicle control. Collectively, these results showed that RIPC-exosome conferred protective effects against H/R injury in H9C2 cells.

### Plasma Exosomes at the Late Phase of RIPC Exerted Cardioprotection Against MI/R Injury *in vivo*

To determine the cardioprotection of RIPC-exosome *in vivo*, exosomes or free-exosomes plasma were injected into rats 24 h before MI/R. This *in vivo* study design was shown in Supplementary Figure 2B. RIPC-exosome (R-exo) or Control-exosome (C-exo) purified from 1 ml of plasma were resuspended in 1 ml of PBS (≈2.9 × 10^9^ exosomes). The injection volume of free-exosomes plasma, isolated from the RIPC-rats (R-fep) or the control-rats (C-fep), was 1 ml. The cardiac function was assessed by the difference in LVEF before the intervention and after the reperfusion (ΔLVEF%). The cardiac function after MI/R injury had significant improvement in the R-exo group compared with that in the vehicle group as evidenced by narrowed the ΔLVEF (11.7 ± 10.5% vs. 28.8 ± 11.7%, *p* < 0.05, Figures 2A–C). Concomitantly, the infarct size relative to the area at risk (INF/AAR) was significantly smaller in the R-exo group compared with that in the vehicle group after MI/R injury (35.5 ± 9.1% vs. 66.0 ± 4.8%, *p* < 0.05, Figure 2D). Besides, reduced cell apoptosis was observed in the R-exo group compared with that in the vehicle group following MI/R (10.0 ± 2.7% vs. 64.2 ± 5.6%, *p* < 0.05; Figure 2E).

**Figure 2:**
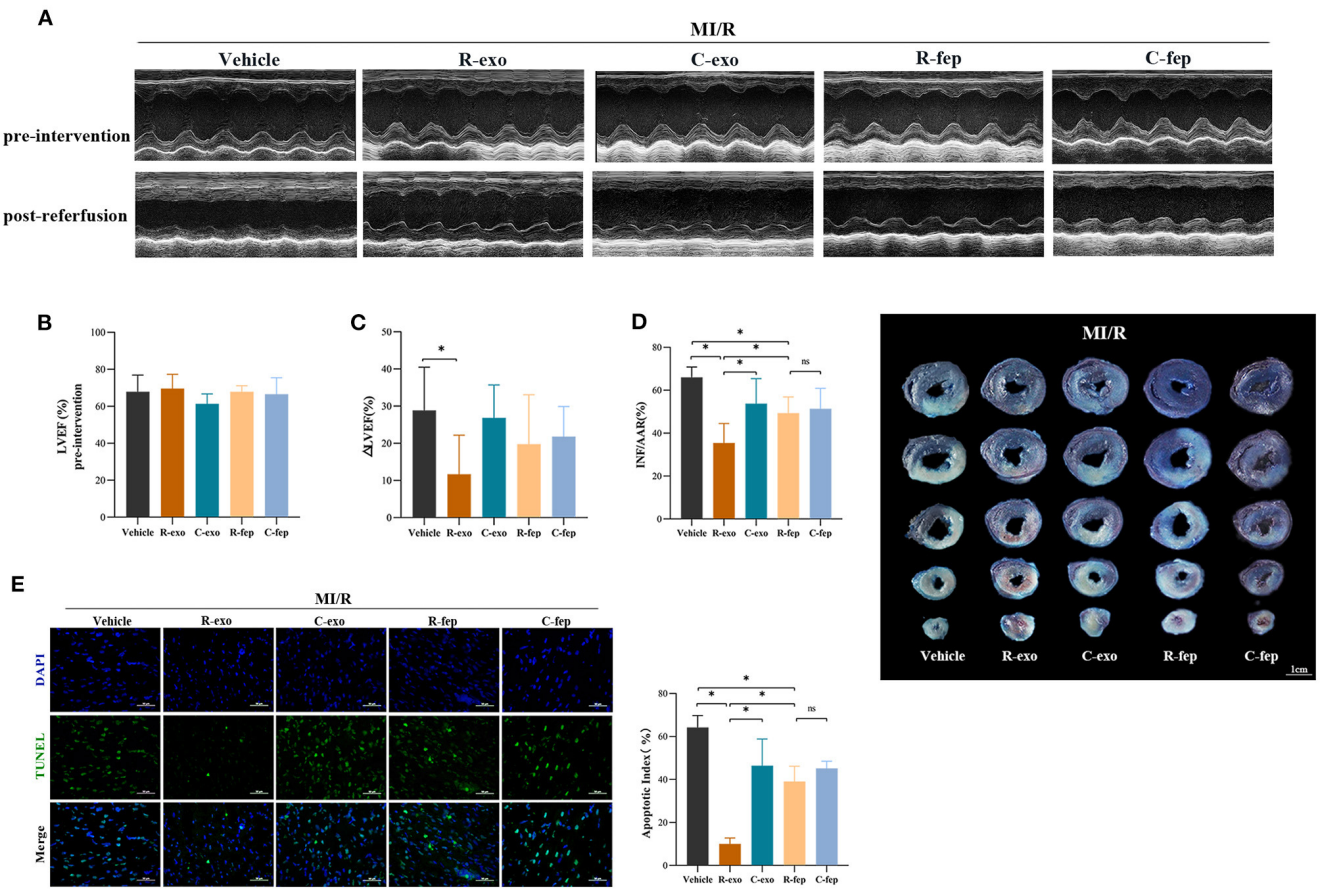
Plasma exosomes at the late phase of RIPC exerted cardioprotection against MI/R injury *in vivo*. **(A)** Representative echocardiographic images of rats before the intervention (pre-intervention) and after the reperfusion (post-reperfusion) in each group of rats. **(B)** Left ventricular ejection fraction (LVEF) of rats in pre-intervention (*n* = 8). **(C)** ΔLVEF (the difference between the LVEF in pre-intervention and that in post-reperfusion) in each group. RIPC-exosome injected into rats for 24 h before MI/R improved cardiac function as evidence by significantly narrowed the ΔLVEF. **(D)** Quantified data and presentative photographs of heart sections. RIPC-exosome decreased infarct size in rats subjected to MI/R (*n* = 8). INF/AAR, infarct size as a percentage of myocardial area at risk. **(E)** Representative images and quantified data of TUNEL assay in each group showed that RIPC-exosome decreased myocardial apoptosis in rats subjected to MI/R. Myocardial apoptosis in rats determined by a percent of TUNEL-positive nuclei (green)/total nuclei (blue) (*n* = 4). Scale bar: 50 μm. MI/R, myocardial ischemia/reperfusion (30/180 min). R-exo, exosomes isolated from the plasma of the late-phase RIPC rats. C-exo, exosomes isolated from the plasma of the control rats. R-fep, the supernatant collected after the first ultracentrifugation from the plasma of the late-phase RIPC rats. C-fep, the supernatant collected after the first ultracentrifugation from the plasma of the control rats. *p < 0.05, ^ns^*p* > 0.05.

Taken together, these *in vivo* data suggested that transfer of RIPC-exosome improved cardiac function, reduced infarct size, and cell apoptosis in MI/R-induced rats.

### miR-126a-3p Was Essential in the Cardioprotection Provided by Plasma Exosomes at the Late Phase of RIPC

It has been indicated that exosomal miRNAs may be an attractive candidate as a mediator of signal transmission in cardiovascular disease (18, 33, 34). 

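Plasma exosomes were collected 48 h after the RIPC protocol, which was 4 cycles of limb ischemia and reperfusion in the RIPC rats and none in the control rats, and small RNA libraries were made from 3 C-exo and 3 R-exo RNA samples. Exosomes are small membrane vesicles that carry RNA, and miRNAs are short RNAs that repress target transcripts. The methods pellet the exosomes at 100000 g, whereas the labels of the samples give 110000 g. The authors deposited the number of reads counted on each of 763 mature rat miRNAs in every library, without normalization. The read trimming, the aligner, the miRNA database and the handling of reads that match several miRNAs are not named in the text of the paper. The reads counted on miRNAs numbered 5484209, 7026515 and 7531737 in C-exo replicates 1, 2 and 3, with a median of 7026515. In R-exo replicates 1, 2 and 3 they numbered 7025998, 6982273 and 7380752, with a median of 7025998. At these depths the smallest share that 3 counts can show was between 0.398 and 0.547 CPM, where CPM is the count scaled to the size of the library alone. The CPM levels of miRNAs given later were also scaled by TMM normalization. Of the 763 miRNAs, 598 had at least 1 count in some library. No pair of libraries differed by as little as the sampling noise of their counts, which speaks against the same library having been sequenced again. Separate libraries from the same RNA could differ as much, so this does not show that the rats were separate. Each library was used as a replicate, as labelled. From these counts, log2 fold changes of R-exo over C-exo were estimated with edgeR's quasi-likelihood test after TMM normalization, for the 404 miRNAs that passed edgeR's filter on low counts. The paper states a criterion of fold change and p for its calls. Its methods give cluster analysis for differential expression of the miRNAs, and its statistics section gives the Student t-test or the Mann-Whitney U-test for 2 groups in the paper as a whole, without saying which test gave the p of the sequencing calls. The choice of scaling, of filter and of test each changed the number of calls. The adaptor-ligated fragments were amplified by PCR and no molecular identifiers are described, so reads are not independent molecules.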

To explore the cardioprotective effects of miRNAs induced by RIPC-exosome, we performed a miRNA profiling assay (763 rat miRNAs) comparing with RIPC-exosome (R-exo) and Control-exosome (C-exo) using Illumina HiSeq 2500 high-throughput sequencing. 

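A miRNA was taken as detected in a group when at least 1 of its 3 libraries held at least 1 count, since the rule behind the Venn diagram is not given in the text of the paper. By this rule 549 miRNAs were found in both groups, 10 in C-exo only and 39 in R-exo only. The shared miRNAs made up 91.8% of the 598 detected (Wilson 95% confidence interval 89.3% to 93.7%). This interval treats the detected miRNAs as independent draws and covers neither the error of the read counts nor variation between rats. The miRNAs found in a single group were all rare. Each of the 10 C-exo-only miRNAs was present in 1 library, and the highest of them had 7 counts in all. Of the 39 R-exo-only miRNAs, 19 were present in 1 library and 3 in all 3 libraries, and their median count summed over the group was 3. The highest, miR-743b-3p, a name chosen after its values were seen, had 2, 10 and 1 counts in R-exo replicates 1, 2 and 3. In every library the shared miRNAs held at least 99.9992% of the counts. The detection rule moved the overlap most. Requiring a count in all 3 libraries of a group lowered it to 85.5%, with 430 miRNAs in both groups, 8 in C-exo only and 65 in R-exo only. With every library drawn down to 5484209 reads, the mean overlap of 100 draws was 91.5%.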

Overlapping miRNAs accounted for 91.81% of the total, which indicates that there was a minor change in the RIPC-induced exosomal miRNAs (Figure 3A). 

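At a fold change over 2 and an unadjusted p under 0.05, edgeR's quasi-likelihood test called 38 of the 404 tested miRNAs, 8 higher in R-exo and 30 higher in C-exo. At that p alone 38 miRNAs passed, where chance would give 20.2. No miRNA had an adjusted p under 0.05 after Benjamini-Hochberg adjustment in the same test, and the smallest adjusted p was 0.46. Of the 38 called miRNAs, 37 are drawn in the heat map of Figure 3C with the same direction. The libraries of the groups did not overlap in 24 of the 38, and over all tested miRNAs they did not overlap in 12.9%, where chance gives 10%.

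Among the calls higher in R-exo without overlap, miR-144-5p had the smallest p, with 154 ± 54.3 CPM (SD, n = 3) in R-exo and 49.8 ± 31.2 CPM (SD, n = 3) in C-exo. Its log2 fold change was 1.63 (standard error 0.57, adjusted p = 0.46 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Next came miR-203a-3p, miR-144-3p, and the pair miR-3084a-5p and miR-3084b-5p, whose counts were identical in every library, so that the authors' counting did not tell them apart. Among the calls higher in C-exo, miR-671 had 14.0 ± 2.45 CPM (SD, n = 3) in R-exo and 40.2 ± 13.3 CPM (SD, n = 3) in C-exo, a log2 fold change of -1.52 (standard error 0.45, adjusted p = 0.46 from the same edgeR test). The log2 fold changes of miR-351-5p, miR-328a-3p, miR-1249 and miR-127-3p were -1.79, -1.75, -1.41 and -1.26. With each library left out in turn they ranged from -2.11 to -1.06, -2.08 to -0.99, -1.75 to -1.11 and -1.52 to -1.11. For miR-351-5p and miR-328a-3p the weakest change came without C-exo replicate 1. For miRNAs without overlap the exact two-sided permutation test gives p = 0.1, the smallest that 3 libraries against 3 allow.

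The split between directions depended on the scaling. With counts scaled to library size only (RPM), 33 miRNAs were called, 18 higher in R-exo and 15 higher in C-exo, and the median log2 fold change of the tested miRNAs was 0.10 against -0.05 under TMM. Without the filter on low counts, 63 miRNAs were called and 27 of them were higher in R-exo. With the replicate number as a block, a paired fit, 38 miRNAs were again called, but 25 were higher in R-exo and 18 were shared with the fit without the block. Libraries with the same replicate number come from different rats. Their deviations from the group means correlated across miRNAs at a mean of 0.11, from -0.28 to 0.33 for the 3 numbers. For libraries with different numbers the mean was -0.07. Deviations within a group cancel, so this second mean is tied to the first and is no separate evidence on pairing. When each library was left out in turn, between 15 and 182 miRNAs met the criterion. The highest number, and the only fit with any adjusted p under 0.05 (132 miRNAs, 73 higher in R-exo, edgeR's quasi-likelihood test), came without C-exo replicate 3.

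**Figure D1:**
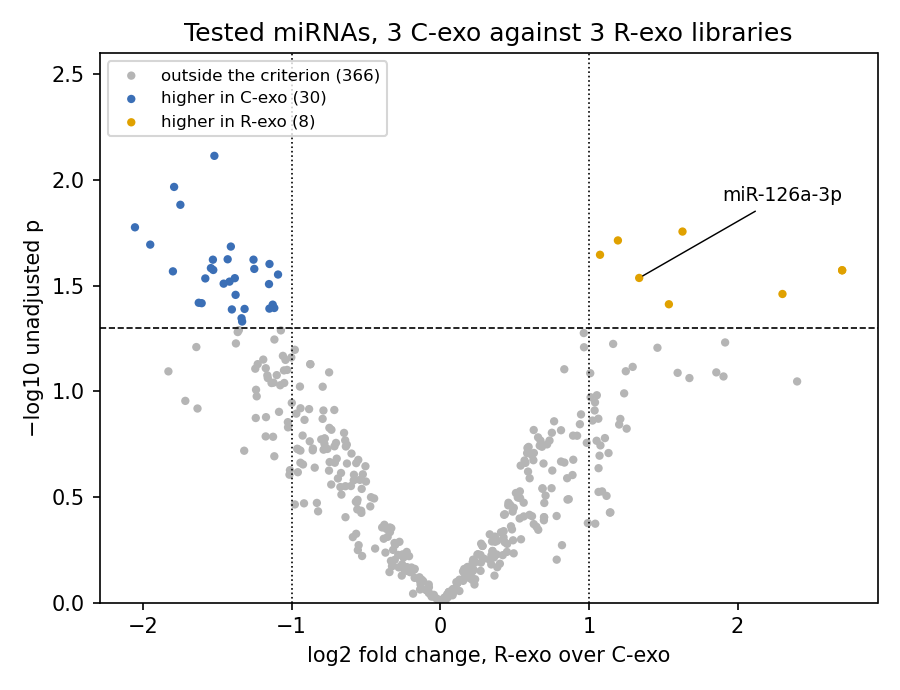
Log2 fold change of R-exo over C-exo against the −log10 of the unadjusted p from edgeR's quasi-likelihood test, 1 point per tested miRNA (404), with the criterion drawn as a dashed line (p of 0.05) and dotted lines (fold change of 2). Blue points are the 30 miRNAs called higher in C-exo and yellow points the 8 called higher in R-exo, with identical values for miR-3084a-5p and miR-3084b-5p under 1 visible point.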

Subsequently, a total of 57 differentially expressed miRNAs were detected (fold change >2.0; *p* < 0.05), and 23 of them were highly expressed in RIPC-exosome compared with those in Control-exosome (Figures 3B,C). Moreover, 6 miRNAs of the 23 ones, which were highly expressed and closely related to myocardial apoptosis and protective effects such as the promotion of myocardial angiogenesis, were further confirmed by qRT-PCR analysis. 

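The qRT-PCR values are not analysed here, and the values that follow are the sequencing counts of the 6 miRNAs. miR-126a-3p (UCGUACCGUGAGUAAUAAUGCG) rose from 9220 ± 5906 CPM in C-exo to 23310 ± 5809 CPM in R-exo (SD, n = 3 each). Its CPM was 4631, 7147 and 15883 in the C-exo libraries and 20078, 19835 and 30016 in the R-exo libraries. The log2 fold change was 1.34 (standard error 0.52, unadjusted p = 0.029 and adjusted p = 0.46 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the exact two-sided permutation p was 0.1. Across the 12 alternatives that kept all 6 libraries the log2 fold change stayed between 1.312 and 1.503 and the unadjusted p between 0.012 and 0.037. With each library left out in turn the log2 fold change ranged from 1.01 to 2.00, and the unadjusted p was under 0.05 in 3 of the 6 fits.

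miR-203a-3p (GUGAAAUGUUUAGGACCACUAG) rose from 1637 ± 443 to 3747 ± 687 CPM (SD, n = 3), a log2 fold change of 1.19 (standard error 0.42, unadjusted p = 0.019 in the same edgeR test). miR-144-3p (UACAGUAUAGAUGAUGUACU) rose from 195 ± 15.6 to 410 ± 53.6 CPM (SD, n = 3), a log2 fold change of 1.07 (standard error 0.40, unadjusted p = 0.023 in the same edgeR test). The groups did not overlap for either. The other 3 miRNAs overlapped between groups, because C-exo replicate 3 exceeded at least 1 R-exo library, and their unadjusted p was over 0.05. let-7f-5p (UGAGGUAGUAGAUUGUAUAGUU) had a log2 fold change of 1.60 (standard error 0.82, unadjusted p = 0.082 in the same edgeR test), with 11945 CPM in C-exo replicate 3 and 6046 CPM in R-exo replicate 1. miR-98-5p (UGAGGUAGUAAGUUGUAUUGUU) had a log2 fold change of 1.46 (standard error 0.69, unadjusted p = 0.062 in the same edgeR test) and let-7c-5p (UGAGGUAGUAGGUUGUAUGGUU) one of 1.16 (standard error 0.54, unadjusted p = 0.060 in the same edgeR test). Adjusted p-values of these 5 miRNAs were 0.46 or 0.47 (edgeR's quasi-likelihood test, Benjamini-Hochberg). The log2 fold change of each of the 5 was above 0 under every alternative.

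let-7c-5p differs from let-7f-5p at 2 bases (G12A and G19A) and from miR-98-5p at 2 bases (G11A and G19U), with the base of let-7c-5p first and positions counted from 1 at the 5′ end. The authors' counting could therefore have split reads among these family members, and their values are uncertain to that extent. In the NCBI RefSeq gene table of the rat assembly GRCr8 all 8 stem-loops of the 6 miRNAs had an entry, found by stem-loop name. The miR-126a stem-loop, which the table lists under the symbol Mir126b, lies within the span of Egfl7 and overlaps the gene with the symbol Mir126a, whose synonym is the miR-126b stem-loop, that of let-7f-2 and that of miR-98 neighbour each other within the span of Huwe1, that of miR-144 neighbours Mir451a, and that of miR-203a overlaps Mir3545. The deposited table names no genome build, so coordinates are not given. The paper reasons from abundance in the R-exo libraries, and from reported links to myocardial apoptosis and angiogenesis, to the choice of these 6 miRNAs for qRT-PCR.

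**Figure D2:**
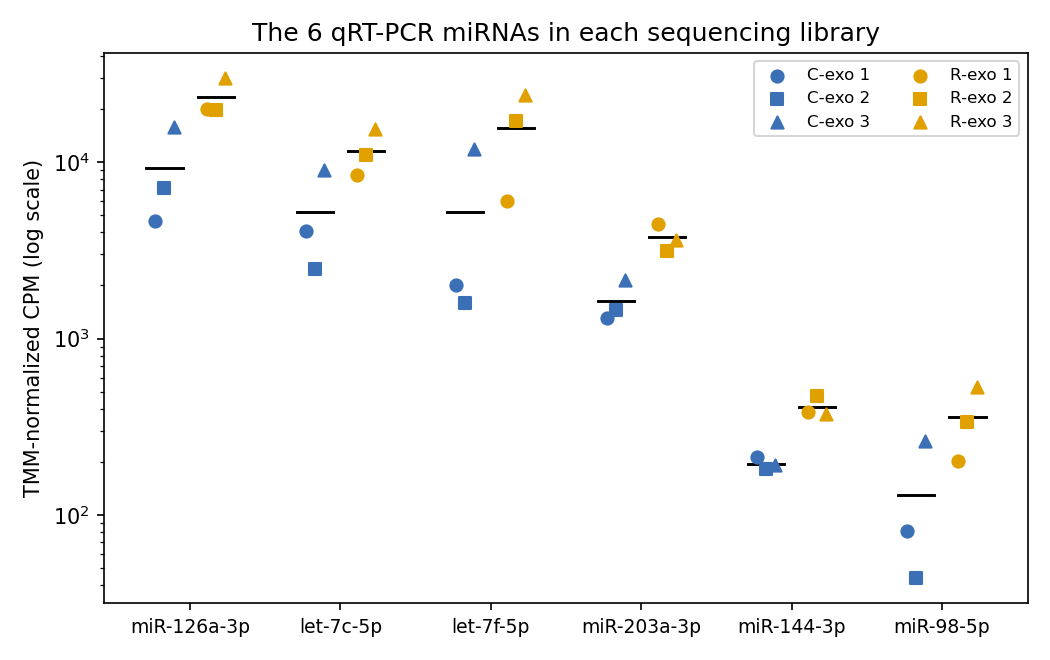
TMM-normalized CPM (log axis) of the 6 miRNAs in each C-exo (blue) and R-exo (yellow) library, with circles, squares and triangles for replicates 1, 2 and 3 and a black line at each group mean (n = 3). C-exo replicate 3 is the highest C-exo library for 5 of the 6 miRNAs, and for let-7c-5p, let-7f-5p and miR-98-5p it lies above R-exo replicate 1.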

On comparing RIPC-exosome with Control-exosome, miR-126a-3p was upregulated most significantly in RIPC-exosome (Figure 3D). To better understand the level of exosomal miR-126a-3p in hearts after tail vein injection of plasma exosomes and MI/R injury, we assessed the level of miR-126a-3p in the heart by qRT-PCR. The miR-126a-3p level was elevated in hearts injected with RIPC-exosome following the treatments (Supplementary Figure 3).

**Figure 3:**
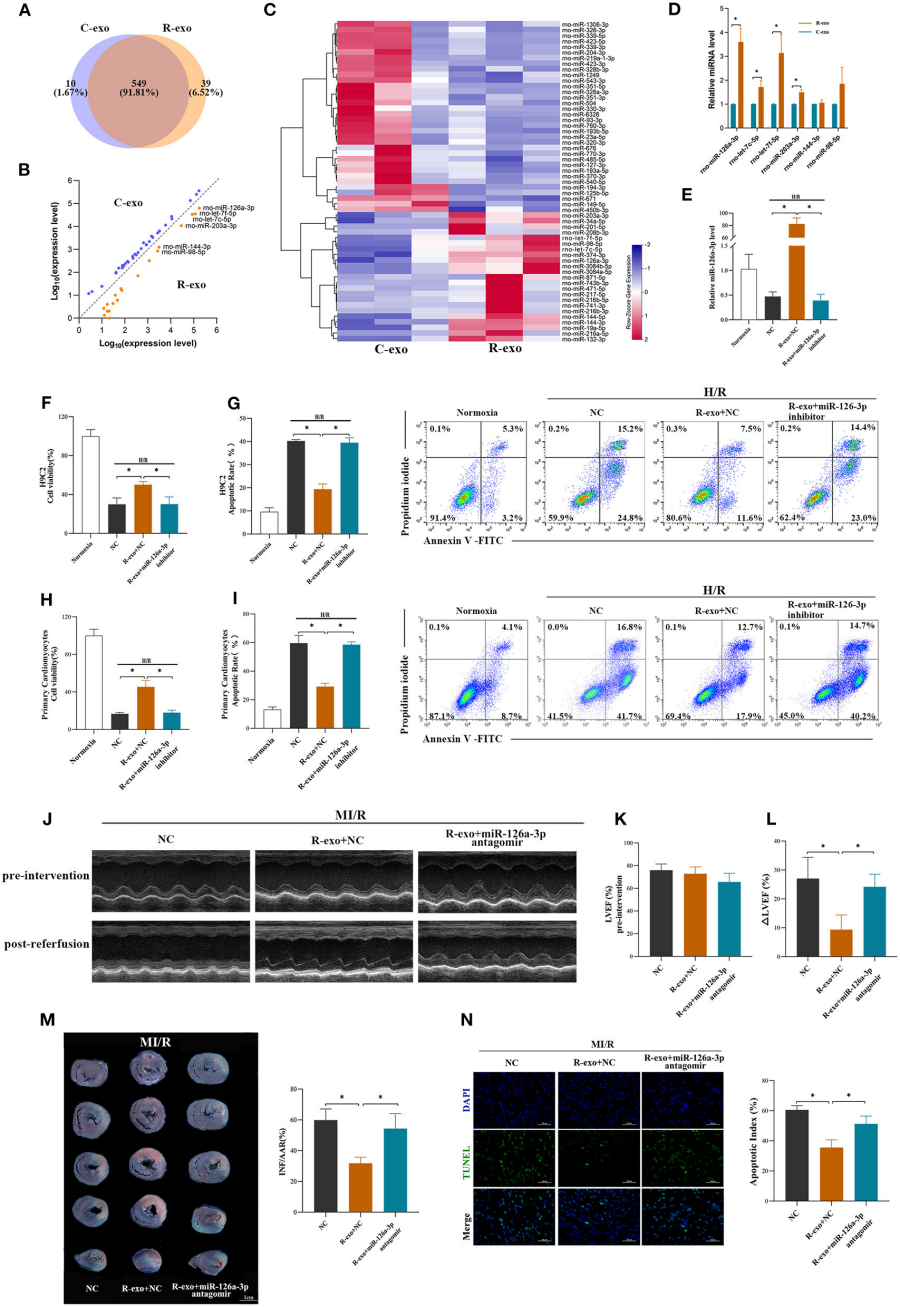
miR-126a-3p was essential in the cardioprotection provided by plasma exosomes at the late phase of RIPC. **(A)** Venn diagram showing the numbers of overlapping and unique miRNAs detected in Control-exosome (C-exo) and RIPC-exosome (R-exo) (*n* =3). **(B)** The expression level of miRNAs in Control-exosome and RIPC-exosome. Yellow dots represented up-regulated miRNAs in RIPC-exosome and blue dots represented up-regulated miRNAs in Control-exosome (fold change >2 and *p* < 0.05, *n* =3). **(C)** Heat map representing the miRNA profiling assays between Control-exosome and RIPC-exosome (fold change >2 and *p* < 0.05, *n* =3). **(D)** qRT-PCR analysis of the six differentially expressed miRNAs in Control-exosome and RIPC-exosome. Data are normalized to cel-miR-39 (*n* =3). **(E)** The qRT-PCR analysis of miR-126a-3p level in H9C2 cells treated with inhibitor negative control (NC), R-exo + NC, or R-exo + miR-126a-3p inhibitor followed by H/R. Data were presented as a fold change of the normoxia. U6 was used as an internal control (*n* = 3). **(F)** The data of cell viability showed that inhibition of miR-126a-3p attenuated the protective effects of RIPC-exosome in H9C2 cells subjected to H/R (*n* = 3). **(G)** The data and representative images of apoptosis of H9C2 cells subjected to H/R by flow cytometric analysis (*n* = 3). The protective effects of RIPC-exosome were eliminated by inhibition of miR-126a-3p. **(H)** The data of cell viability showed that the protective effects of RIPC-exosomal miR-126a-3p were reduced by a miR-126a-3p inhibitor in primary cardiomyocytes following H/R injury (*n* =3). **(I)** The data and representative images of apoptosis of primary cardiomyocytes subjected to H/R by flow cytometric analysis (*n* = 3). The anti-apoptosis effects of RIPC-exosomal miR-126a-3p were eliminated by inhibition of miR-126a-3p (*n* =3). **(J)** Representative echocardiographic images of rats in pre-intervention and post-reperfusion in each group of rats (*n* = 5). **(K)** Left ventricular ejection fraction (LVEF) of rats in pre-intervention. **(L)** ΔLVEF in each group showed that miR-126a-3p antagomir blunted the protective effects of RIPC-exosome in cardiac function. **(M)** Representative photographs of heart sections and quantified data demonstrated that miR-126a-3p antagomir observably attenuated the protective effects of RIPC-exosome in myocardial infarct size (*n* = 5). **(N)** Representative images and quantified data of TUNEL assay in each group demonstrated that miR-126a-3p antagomir observably blunted the protective effects of RIPC-exosome in myocardial apoptosis (*n* = 4). Scale bar: 50 μm. R-exo, exosomes isolated from the plasma of the late-phase RIPC rats. C-exo, exosomes isolated from the plasma of the control rats. H/R, Hypoxia/Reoxygenation (24/6 h). MI/R, myocardial ischemia/reperfusion (30/180 min). *p < 0.05.

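All 57 miRNAs drawn in the heat map, 34 higher in C-exo and 23 higher in R-exo, were found in the deposited counts. Of these, 46 passed the filter on low counts, and all 46 had the direction drawn, with a fold change over 2. The median log2 fold change was -1.41 (range -2.05 to -1.09) for the 32 tested miRNAs higher in C-exo and 1.61 (range 1.07 to 2.70) for the 14 higher in R-exo. Unadjusted p was under 0.05 for 29 of the 32 and 8 of the 14 (edgeR's quasi-likelihood test). The 11 miRNAs that were not tested for low counts comprised 9 drawn higher in R-exo and 2 drawn higher in C-exo. With p adjusted over the list alone, no miRNA fell under 0.05 (smallest adjusted p = 0.054, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 37 were under 0.05 unadjusted. The list was itself chosen from these libraries, so this adjustment is no independent test. With edgeR's exact test in place of the quasi-likelihood test, 42 of the list had an adjusted p under 0.05 over the list.

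In the heat map C-exo replicate 3 was the control library nearest to the R-exo libraries, and the counts showed the same. Its log2 CPM was closer to the R-exo mean than to the mean of the other C-exo libraries for 28 of the 32 tested miRNAs higher in C-exo and for 11 of the 14 higher in R-exo. For C-exo replicate 1 these numbers were 0 and 0, and for C-exo replicate 2 they were 1 and 0.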

To explore the *in vitro* function of exosomal miR-126a-3p using the model of H/R injury, the study design was shown in Supplementary Figure 4A. We first assessed levels of miR-126a-3p in H9C2 cells treated with RIPC-exosome. The miR-126a-3p level was significantly elevated in H9C2 cells incubated with RIPC-exosome and this change was significantly blunted with the transfection with miR-126a-3p inhibitor (Figure 3E), indicating that RIPC-exosome delivered miR-126a-3p to H9C2 cells. Subsequently, in both H9C2 cells and primary cardiomyocytes, the protective improvement in cell viability and cell apoptosis exerted by RIPC-exosome were markedly eliminated by inhibition of miR-126a-3p (Figures 3F–I).

Moreover, to further understand the *in vivo* function of exosomal miR-126a-3p induced by RIPC, we injected miR-126a-3p antagomir into rats and established the model of MI/R in rats. The study design was shown in Supplementary Figure 4B. Briefly, our results show that the miR-126a-3p antagomir injection markedly attenuated the cardioprotective effects of the RIPC-exosome. Firstly, improved cardiac function observed in rats treated with RIPC-exosome was significantly blunted by miR-126a-3p antagomir treatment as evidenced by increased the ΔLVEF (9.3 ± 5.1% vs. 24.2 ± 4.3%, *p* < 0.05, Figures 3J–L). Secondly, reduced myocardial infarct size in RIPC-exosome treated rats was eliminated by miR-126a-3p antagomir (31.8 ± 3.9% vs. 54.4 ± 9.7%, *p* < 0.05, Figure 3M). Third, reduced myocardial apoptosis in RIPC-exosome treatment was shown the same change (35.5 ± 5.1 vs. 51.3 ± 5.1%, *p* < 0.05, Figure 3N).

In sum, these results suggest that miR-126a-3p was an important component in cardioprotection induced by plasma exosomes at the late phase of RIPC.

### miR-126a-3p Was an Important Molecule in Cardioprotection

To further explore the function of miR-126a-3p, miR-126a-3p mimic was transfected to increase miR-126a-3p expression in cells and then established the model of H/R (Supplementary Figure 5A). It showed that miR-126a-3p with increased expression level significantly improved cell viability and reduced cell apoptosis in both H/R induced H9C2 cells and primary cardiomyocytes (Figures 4A–E). Besides, *in vivo*, miR-126a-3p agomir was injected to detect the direct effect of miR-126a-3p against MI/R injury in rats (Supplementary Figure 5B). The cardiac function (9.1 ± 0.7% vs. 24.3 ± 5.7%, *p* < 0.05, Figures 4F–H), the myocardial infarct size (21.9 ± 2.9% vs. 52.2 ± 3.1%, *p* < 0.05, Figure 4I) and the myocardial apoptosis (21.0 ± 1.9% vs. 64.2 ± 4.2%, *p* < 0.05, Figure 4J) were significantly improved, compared with the miR-126a-3p agomir group and the agomir-NC group.

**Figure 4:**
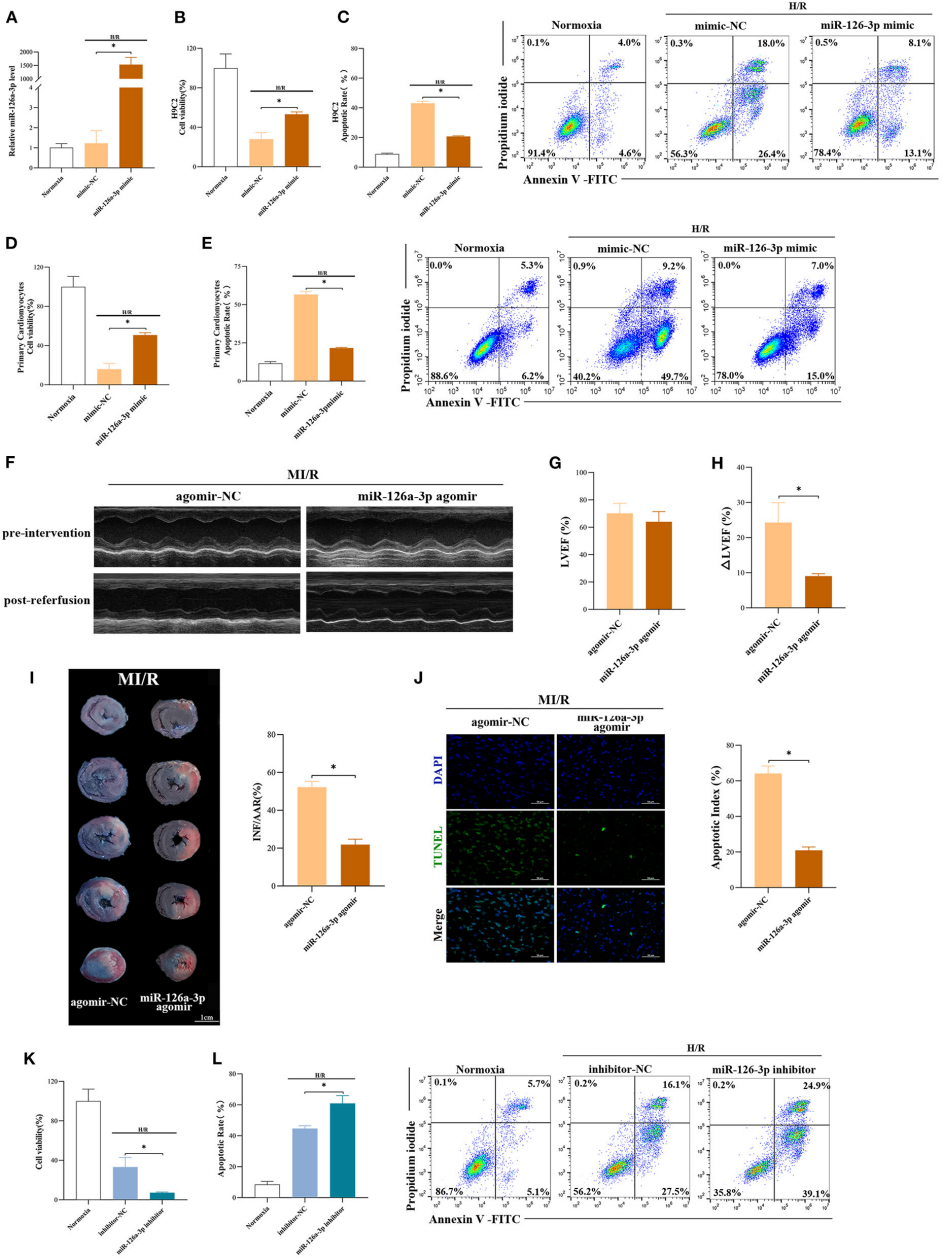
miR-126a-3p was an important molecule in cardioprotection. **(A)** The qRT-PCR analysis of miR-126a-3p level in H9C2 cells transfected with miR-126a-3p mimic or negative control (mimic-NC) for 24 h followed by H/R. Data were presented as a fold change of the normoxia. U6 was used as an internal control (*n* = 3). **(B)** The increasing level of miR-126a-3p improved cell viability in H9C2 cells subjected to H/R (*n* = 3). **(C)** Flow cytometric data and representative images of apoptosis in H9C2 cells subjected to H/R (*n* = 3). The increasing level of miR-126a-3p decreased cell apoptosis in H9C2 cells subjected to H/R. **(D)** Cell viability in primary cardiomyocytes transfected with a miR-126a-3p mimic or mimic-NC followed by H/R injury (*n* =3). **(E)** Flow cytometric data and representative images of the anti-apoptosis effect of miR-126a-3p in primary cardiomyocytes treated with a miR-126a-3p mimic or mimic-NC followed by H/R injury (*n* =3). **(F)** Representative echocardiographic images of rats in pre-intervention and post-reperfusion in each group of rats (*n* = 5). **(G)** Left ventricular ejection fraction (LVEF) of rats in pre-intervention. **(H)** ΔLVEF in each group showed that miR-126a-3p agomir improved cardiac function. **(I)** Representative photographs of heart sections and quantified data demonstrated that miR-126a-3p agomir reduced myocardial infarct size (*n* = 5). **(J)** Representative images and quantified data of TUNEL assay in each group demonstrated that miR-126a-3p agomir reduced myocardial apoptosis (*n* = 4). Scale bar: 50 μm. **(K)** Cell viability in H9C2 cells treated with a miR-126a-3p inhibitor or inhibitor-NC followed by H/R (*n* = 3). **(L)** Flow cytometric data and representative images of apoptosis in H9C2 cells treated with a miR-126a-3p inhibitor or inhibitor-NC followed by H/R (*n* = 3). H/R, Hypoxia/Reoxygenation (24/6 h). MI/R, myocardial ischemia/reperfusion (30/180 min). *p < 0.05.

Meanwhile, to better understand the function of miR-126a-3p, we additionally performed experiments using miR-126a-3p inhibitors in H9C2 cells (Supplementary Figure 5C). Following H/R injury, decreased cell viability and increased cell apoptosis were showed in H9C2 cells transfected with miR-126a-3p inhibitor (Figures 4K,L).

Collectively, these results suggested that miR-126a-3p might be a possible and important molecule of some of the cardioprotection against MI/R injury.

### The Signaling Pathways Involved in Plasma Exosomes at the Late Phase of RIPC Mediated Effects

Survival signals Akt and Erk1/2, which belong to the reperfusion injury salvage kinase (RISK) pathway, have been well-documented as key molecules in cardioprotection (35, 36). RIPC-exosome (R-exo) significantly increased the phosphorylation of Akt and Erk1/2 compared to Control-exosome or free-exosome plasma in rats subjected to MI/R injury (Figure 5A). The phosphorylation of Akt and Erk1/2 in the R-exo group was the most obvious and significantly different from that in the other groups, respectively. *In vitro*, similar results were observed in H9C2 cells subjected to H/R injury (Figure 5B). We also explored the Akt and Erk1/2 intervened by pathway inhibitors (LY294002 or U0126) in RIPC-exosome (Supplementary Figures 6A,B).

**Figure 5:**
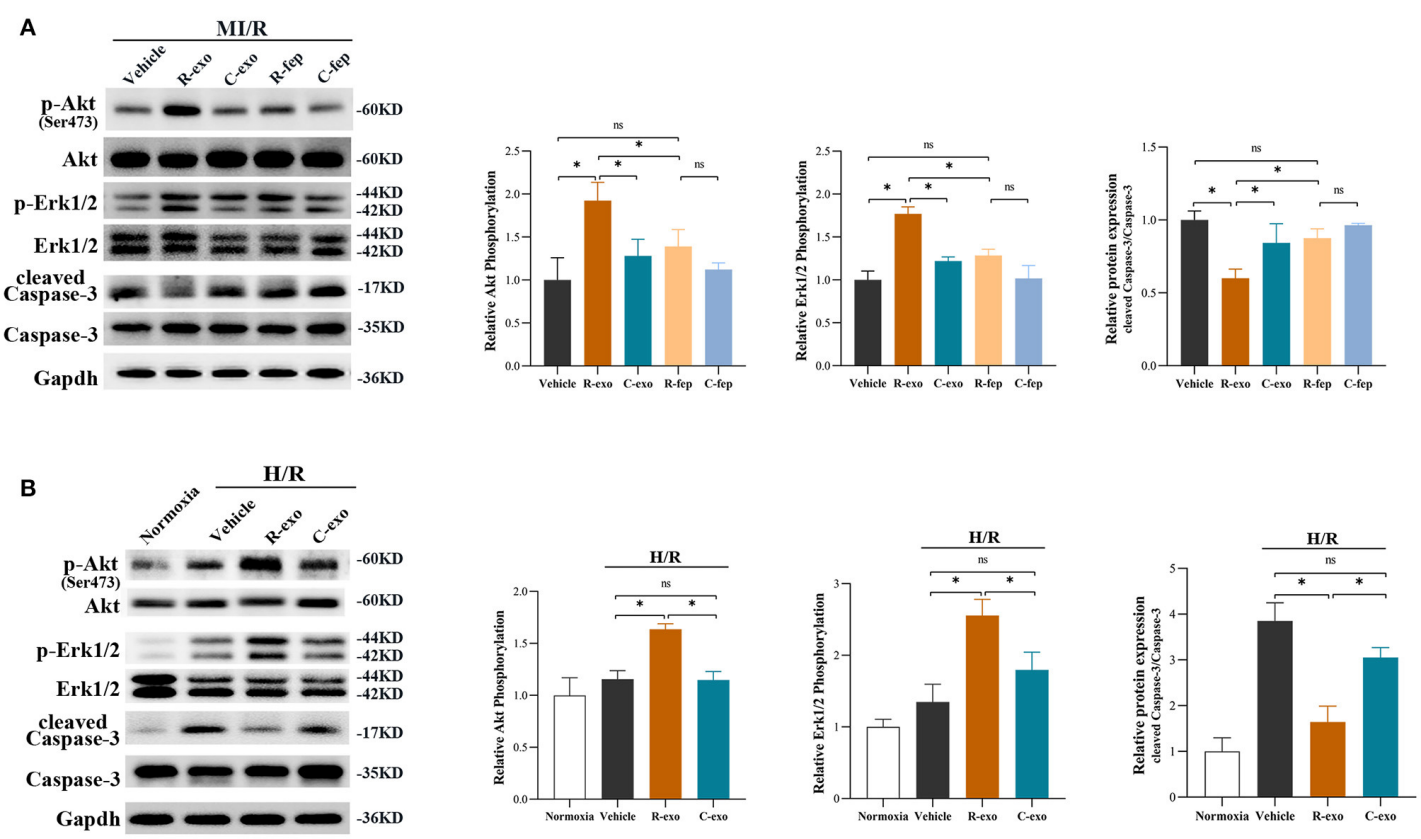
The signaling pathways involved in plasma exosomes at the late phase of RIPC mediated effects. **(A)** Representative images of Western blot and quantified data in rats received R-exo, C-exo, R-fep, C-fep, or vehicle for 24 h followed by MI/R. (*n* = 3). **(B)** Representative images of Western blot and quantified data in H9C2 cells preincubated with R-exo, C-exo, or vehicle for 24 h followed by H/R (*n* = 3). GAPDH was used as a loading control. Quantified data showed phosphorylation level of Akt, expressed as the ratio of p-Akt to Akt; phosphorylation level of Erk1/2, expressed as the ratio of p-Erk1/2 to Erk1/2; the activation of Caspase-3 expressed as the ratio of cleaved Caspase-3 to Caspase-3. MI/R, myocardial ischemia/reperfusion (30/180 min). H/R, Hypoxia/Reoxygenation (24/6 h). R-exo, exosomes isolated from the plasma of the late-phase RIPC rats; C-exo, exosomes isolated from the plasma of the control rats; R-fep, the supernatant collected after the first ultracentrifugation from the plasma of the late-phase RIPC rats; C-fep, the supernatant collected after the first ultracentrifugation from the plasma of the control rats. *p < 0.05, ^ns^*p* > 0.05.

Moreover, we focused on Caspase-3 which is involved in both MI/R injury and the apoptosis pathway (Figure 5A). We found that RIPC-exosome significantly decreased the activation of Caspase-3 (cleaved Caspase-3/Caspase-3) compared to Control-exosome or free-exosome plasma in rats subjected to MI/R injury (Figure 5A). *In vitro*, similar results were observed in H9C2 cells subjected to H/R injury (Figure 5B).

Taken together, these results showed that RIPC-exosome exerted regulation over Akt and Erk1/2 activities and inhibited the activation of apoptotic protein Caspase-3.

### The Signaling Pathways Involved in Plasma Exosomes at the Late Phase of RIPC via miR-126-3p Mediated Effects

In H9C2 cells subjected to H/R, the phosphorylation of Akt and Erk1/2 were significantly elevated with RIPC-exosome and this change was significantly blunted by the inhibition of miR-126a-3p (Figure 6A). Besides, the activation of Caspase-3 inhibited by RIPC-exosome was significantly reversed by the inhibition of miR-126a-3p (Figure 6A). Similar anti-apoptotic effects of exosomal miR-126a-3p, namely the inhibition of Caspase-3 activation, also appeared in primary cardiomyocytes (Supplementary Figure 7A). These results showed that plasma exosomes at the late phase of RIPC activated the RISK pathway and inhibited the activation of apoptotic protein Caspase-3 through exosomal miR-126a-3p.

**Figure 6:**
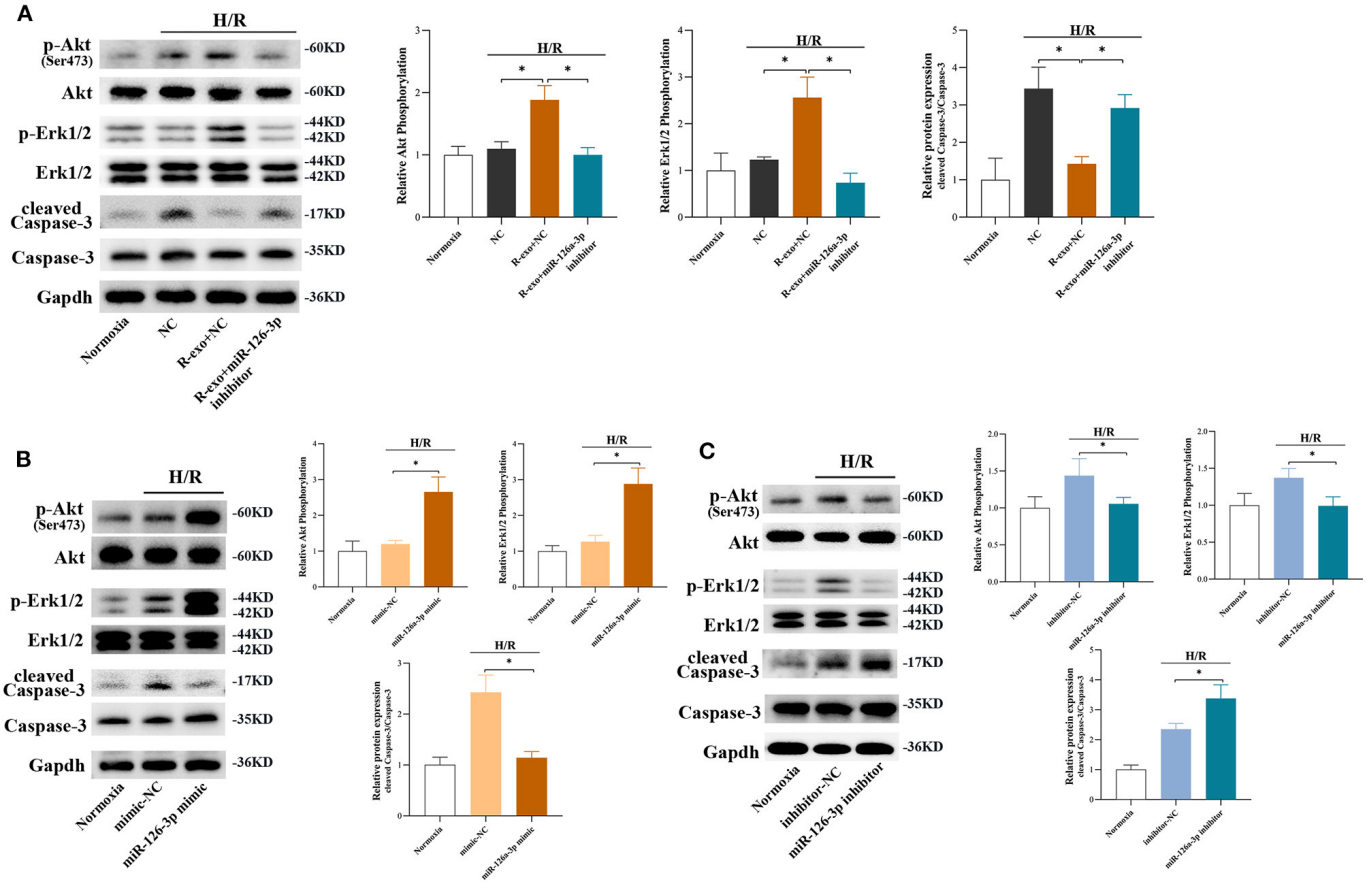
The signaling pathways involved in plasma exosomes at the late phase of RIPC via miR-126-3p mediated effects. **(A)** Representative images of Western blot and quantified data in H9C2 cells treated with inhibitor-NC, R-exo + NC, or R-exo + miR-126a-3p inhibitor followed by H/R (*n* = 3). **(B)** Representative images of Western blot and quantified data in H9C2 cells transfected with miR-126a-3p mimics or mimic-NC for 24 h followed by H/R (*n* = 3). **(C)** Representative images of Western blot and quantified data in H9C2 cells transfected with miR-126a-3p inhibitors or negative control (inhibitor-NC) for 24 h followed by H/R (*n* = 3). GAPDH was used as a loading control. Quantified data showed phosphorylation level of Akt, expressed as the ratio of p-Akt to Akt; phosphorylation level of Erk1/2, expressed as the ratio of p-Erk1/2 to Erk1/2; the activation of Caspase-3 expressed as the ratio of cleaved Caspase-3 to Caspase-3. H/R, Hypoxia/Reoxygenation (24/6 h). R-exo, exosomes isolated from the plasma of the late-phase RIPC rats. *p < 0.05.

Moreover, in H9C2 cells subjected to H/R, the phosphorylation of Akt and Erk1/2 were elevated by a miR-126a-3p mimic (Figure 6B) and decreased by a miR-126a-3p inhibitor (Figure 6C). Simultaneously, the miR-126a-3p mimic significantly inhibited the activation of apoptotic protein Caspase-3 (Figure 6B), while the miR-126a-3p inhibitor promoted it (Figure 6C). Additionally, in primary cardiomyocytes, the activation of apoptotic protein Caspase-3 was also inhibited by a miR-126a-3p mimic (Supplementary Figure 7B), which might provide a better understanding of the anti-apoptotic effect of miR-126a-3p.

Collectively, the results indicated that exosomal miR-126a-3p exerted regulation over Akt and Erk1/2 activities and inhibited the activation of apoptotic protein Caspase-3. These effects were eliminated by transfection with miR-126a-3p inhibitor and augmented by transfection with miR-126a-3p mimic.

## Discussion

This study yielded three major findings. First, plasma exosomes obtained at the late phase of RIPC (RIPC-exosome) had protective effects against MI/R injury, suggesting that plasma exosomes were a carrier of protective substances induced by RIPC at the late phase. Second, exosomal miR-126a-3p played an important role in the cardioprotection induced by RIPC-exosome. Third, RIPC-exosome conferred cardioprotection through transferring miR-126a-3p by activating the RISK pathway and inhibiting the activation of apoptotic protein Caspase-3. These findings presented a novel mechanism for the endogenous cardioprotective effects conferred by RIPC-exosome through transferring miR-126a-3p (Figure 7, Supplementary Figure 1).

**Figure 7:**
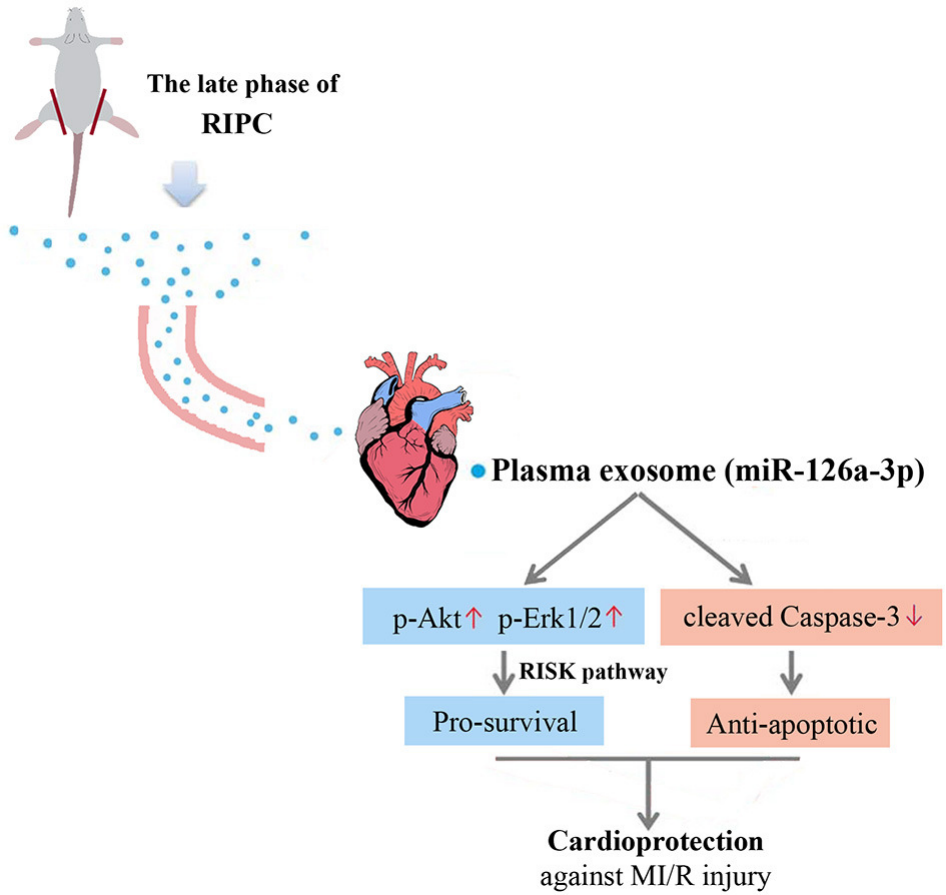
Proposed mechanisms by which plasma exosomes at the late phase of RIPC protect the heart against MI/R injury through transferring miR-126a-3p. Plasma exosomes could be used as a carrier to transfer the myocardial protective effect of RIPC at the late phase against MI/R injury, activate the RISK pathway by increasing the phosphorylation level of Akt, and Erk1/2, and inhibit the activation of apoptotic protein Caspase-3 by reducing the expression level of cleaved Caspase-3.

Our previous studies confirmed that the cardioprotective component is present in late-phase RIPC plasma (14–17), and no specific chemical inhibitors or knockout models exist to rigorously exclude exosomes in RIPC, so we separated the exosomes from the plasma and studied the differences between the plasma with or without exosomes. Results of this study further confirmed that exosomes isolated from the late-phase RIPC plasma were important in mediating the cardioprotective effects. The MI/R injury alleviated by the RIPC-exosome relied on improving cardiac function, reducing myocardial infarction and cell apoptosis. At the same time, the RIPC-exosome also exerted vital protection against H/R injury by improving cell viability and reducing cell apoptosis when they were internalized by cardiomyocytes. There are a few studies that have proposed that exosomes induced by the RIPC at the early phase may act as carriers of the cardioprotective factors (25, 26). Vincencio et al. determined that that endogenous plasma exosomes from rats and humans subjected to RIPC were powerfully cardioprotective in tested models of MI/R injury. Mechanically, they found the whole process of myocardial protection not only depended on toll-like receptor 4, further activation of Erk1/2, but also MAPK signaling pathways, following phosphorylation of the HSP27 (25). Similarly, Wen et al. verified rats subjected to RIPC produced a higher expression of miR-24 in plasma exosomes. More importantly, miR-24 contributed to improving cardiomyocyte apoptosis, infarct size, and cardiac function (26). Our results, which were concentrated in the late phase of RIPC, were consistent with the above findings. Importantly, our studies have indicated that the cardioprotection of RIPC at the late phase sustains long, which means that RIPC at the late phase may be a good preventive treatment strategy and convenient to translate into clinics. Our *in vivo* and *in vitro* results revealed that the cardioprotection produced by RIPC at the late phase may translate to others through exosomes as a certain carrier, which may provide a therapeutic strategy against MI/R injury in the future. Despite these scientific conclusions, further research needs to be conducted to explore the signaling and effector mechanism of exosomes.

Increasing evidence has shown that miRNAs are related to cardiac function, disease, and cardioprotection (37–40). Regarding cardioprotection, the expression of several miRNAs, such as miR-1, miR-21, and miRNA-125b, have been identified to be significantly changed due to ischemic pre- or post-conditioning (41–44). Similarly, Li et al. suggested that miR-144 may be a circulating mediator of RIPC and a potential biomarker for the successful application of pre-conditioning (45). However, to date, the expression profiles of miRNAs in RIPC-exosome and their potential roles in RIPC-related cardioprotection against MI/R injury are still unknown. In this study, we thus determined the expression profile of miRNAs in RIPC-exosome. 

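By mean count in the R-exo libraries, miR-126a-3p was the highest of the 23 miRNAs drawn higher in R-exo in Figure 3C, with 176259 counts against 62721 in C-exo, or 5.25 against 4.80 on the log10 scale. It was followed by let-7f-5p with 116532 and let-7c-5p with 87309 counts in R-exo. Among all miRNAs it ranked 11 by mean count in R-exo and 21 in C-exo. Among the 8 miRNAs that met the criterion and were higher in R-exo, it ranked 1 by mean CPM but 6 by fold change and 6 by p. The ranks by fold change and by p count miR-3084a-5p and miR-3084b-5p, whose counts were identical, as separate miRNAs ahead of miR-126a-3p. Of the 19 settings tried, which include the main one, 16 called miR-126a-3p higher in R-exo, and it had the highest mean CPM of such calls in 11 of these. In the others miR-21-5p, miR-143-3p or let-7i-5p was also called and was more abundant in R-exo. The names miR-143-3p and let-7i-5p were chosen after their values were seen.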

We found 23 miRNAs with higher expression in RIPC-exosome, of which miR-126a-3p has the highest expression. Recent studies have revealed that miR-126a-3p plays an important role in prohibiting apoptosis and promoting the survival of endothelial cells, promoting angiogenesis and secretion of angiogenic factors (46–50). The reduced miR-126 expression has also been identified as a novel mechanism that limits cardiac functional improvement (51, 52). Circulating miR-126 has been found to play a role in cardiac repair during cardiovascular injury (21, 22). Therefore, we were focused on miR-126a-3p in this study and tested its potential involvement in cardioprotection induced by RIPC-exosome. However, other miRNAs which were aberrantly expressed in RIPC-exosome, are also significant enough for investigation in future studies.

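Outside the miRNAs taken to qRT-PCR, the sequencing counts of other miRNAs that the paper discusses moved in different directions. miR-125b-5p was lower in R-exo, at 1496 ± 315 CPM against 3189 ± 629 CPM in C-exo (SD, n = 3 each), without overlap between groups. Its log2 fold change was -1.09 (standard error 0.42, unadjusted p = 0.028 and adjusted p = 0.46 from edgeR's quasi-likelihood test), and its fold change fell under 2 when counts were scaled to library size only. It also fell under 2 without C-exo replicate 2, C-exo replicate 3 or R-exo replicate 1. With each library left out in turn the log2 fold change of miR-125b-5p ranged from -1.31 to -0.88, and 1 of the 6 fits called it. miR-21-5p was higher in R-exo by a log2 fold change of 1.04 (standard error 0.60, unadjusted p = 0.11 in the same edgeR test). Its CPM in C-exo replicate 3 was 26262, above the 21927 CPM of R-exo replicate 1. Its unadjusted p was under 0.05 in 3 of the 12 alternatives that kept all 6 libraries, and without C-exo replicate 3 its log2 fold change was 2.08 (adjusted p = 0.0041 in the same edgeR test). miR-1-3p varied more within C-exo than between groups, with 308, 1146 and 7110 CPM in C-exo and 2329, 1049 and 2453 CPM in R-exo. Its log2 fold change of -0.55 (standard error 0.93) reversed under limma-voom, under the replicate block and without C-exo replicate 3. miR-24-3p was nearly equal, at 84811 ± 2046 CPM in R-exo and 89499 ± 8497 CPM in C-exo (SD, n = 3 each), and its direction changed with the scaling. miR-342-5p had a log2 fold change of -0.56 (standard error 0.54). miR-126a-5p, the opposite arm of the miR-126a stem-loop, had a log2 fold change of 0.45 (standard error 0.77, unadjusted p = 0.58 in the same edgeR test), and its highest CPM was the 888 of C-exo replicate 3. The log2 fold change of miR-126a-5p was 1.93 without C-exo replicate 3 (adjusted p = 0.014 in the same edgeR test) and -0.016 without C-exo replicate 1.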

We hypothesized that miR-126a-3p might be a critical participant in cardioprotection induced by RIPC-exosome. To test it, we first determined the function of exosomal miR-126a-3p. The result demonstrated that the cardioprotective effect of RIPC-exosome was significantly eliminated by miR-126a-3p inhibitor transfection *in vitro* and miR-126a-3p antagomir treatment *in vivo*. To further test our hypothesis, miR-126a-3p mimic was applied in cultured H9C2 cells before they were damaged by H/R injury. We found that H/R-induced injuries on H9C2 cells were attenuated via miR-126a-3p overexpression. In addition, the opposite results were showed in H9C2 cells transfected with miR-126a-3p inhibitor. The study by Wang et al. demonstrated that miR-126 may play a protective role in MI/R injury through regulating ERRFI1 (53). Wang et al. differed from us in that they focused on the role of miR-126 in MI/R injury, but did not study the role of exosomes. Our data supplied the first glimpse of the role of plasma exosomes at the late phase of RIPC against MI/R injury, and attempted to condense the protective effect of RIPC into exosomes and exosomal miR-126a-3p, so that RIPC might play a protective role in a more convenient, efficient, and lasting form, providing new ideas for the prevention and treatment of MI/R injury.

Recently, exosomes and miRNAs have been considered as potential biomarkers of heart injury and potential therapeutic tools for cardiovascular disease (54–56). Exosomes have been proposed to be involved in the range of cardiovascular processes and show great potential for discovery and application of new therapeutic strategies, as well as for diagnosis. Exosomes have several advantages over existing methods. They are biocompatible, stable, non-immunogenic, non-tumorigenic, and freeze-thaw resistant. Also, they can circulate throughout the body and cross the blood-brain barrier (57, 58). According to the existing research results, researchers believe that miRNAs have a good prospect for clinical transformation, and some miRNAs are currently being studied for clinical transformation. For example, miR-92a, miR-208, and miR-15 in the treatment of heart failure, hypertensive cardiomyopathy, and myocardial infarction are undergoing preclinical studies (59); and miR-29b mimic (MRG201-30-001) in the treatment of pathological fibrosis is entering phase I clinical study; miR-122 antagonist (SPC3649) for hepatitis C has entered phase II clinical study (60). Current exosome purification and identification techniques limit the use of exosomes as biomarkers for cardiovascular disease. Although some researchers have proposed to use exosomes as drug delivery carriers, the safety, quality control and pharmacokinetics of exosomes need to be comprehensively evaluated before implementation (61, 62). In our study, the myocardial protective effect of exosomal miR-126a-3p was confirmed by the models of MI/R injury *in vivo* and H/R injury *in vitro*, providing a new idea for the treatment methods and therapeutic targets for the cardioprotection against myocardial ischemia/reperfusion injury.

The reperfusion injury salvage kinase (RISK) pathway which consists of several survival protein kinases including Akt and Erk1/2, has been considered to confer powerful myocardial protection induced by ischemic pre-conditioning (63–66). Previous studies have shown that the activation of survival signaling Akt and Erk1/2 pathways and apoptosis-signaling pathway inactivation may represent an important mechanism in the cardioprotection conferred by RIPC (67–69). And our previous studies suggested that the RISK pathway might be involved in the cardioprotection of preconditioned plasma at the late phase of RIPC (17). Therefore, our study continued to explore the phosphorylation levels of Akt and Erk to verify whether the RISK pathway was involved in myocardial protection induced by the plasma exosomes at the late phase of RIPC through miR-126a-3p. Our present *in vivo* and *in vitro* studies both showed that, under the intervention of RIPC-exosome, the phosphorylation of Akt, Erk1/2 were significantly increased, but cleaved Caspase-3 was significantly decreased. Further study showed that these differential expressions induced by RIPC-exosome were inhibited by the miR-126a-3p inhibitor. It also showed that the phosphorylation of Akt, Erk1/2 increased and cleaved Caspase-3 decreased in cardiomyocytes preincubated with the miR-126a-3p mimic. The opposite results were showed in cardiomyocytes preincubated with the miR-126a-3p inhibitor. These further confirm the cardioprotective effects of the RIPC plasma exosomal miR-126a-3p, affected by enhancing Akt and Erk1/2 signaling and exerting anti-apoptotic effects by targeting Caspase-3 in cardiomyocytes.

Previous studies have shown that early-phase RIPC leads to an increased number of plasma exosomes (25, 26). However, this study showed that late-phase RIPC did not significantly increase the number of exosomes in plasma, but significantly altered the contents especially the level of the miRNA in exosomes. This result was interesting and may suggest a different mechanism between early- and late-phase RIPC. 

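The number of exosomes is not analysed here. Over the 404 tested miRNAs, Spearman's rho between the log2 CPM of pairs of libraries was 0.968 to 0.980 within R-exo, 0.902 to 0.970 within C-exo and 0.902 to 0.983 between groups. These are correlations across miRNAs, which are not independent replicates. C-exo replicates 1 and 2 had a rho of 0.970 with each other, and C-exo replicate 3 had 0.902 and 0.931 with them but 0.965, 0.981 and 0.983 with R-exo replicates 1, 2 and 3. The first principal component of log2 CPM held 65.4% of the variance and the second 12.7%. On the first, C-exo replicates 1 and 2 lay at -20.6 and -14.8, C-exo replicate 3 at 11.8, and the R-exo libraries at 2.16, 11.5 and 9.91. The 10 most abundant miRNAs held 65.5% and 64.9% of the counts in C-exo replicates 1 and 2, and between 50.07% and 53.1% in the other 4 libraries. The labels and the paper give no sequencing batch or date, so no comparison within batches was possible.

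**Figure D3:**
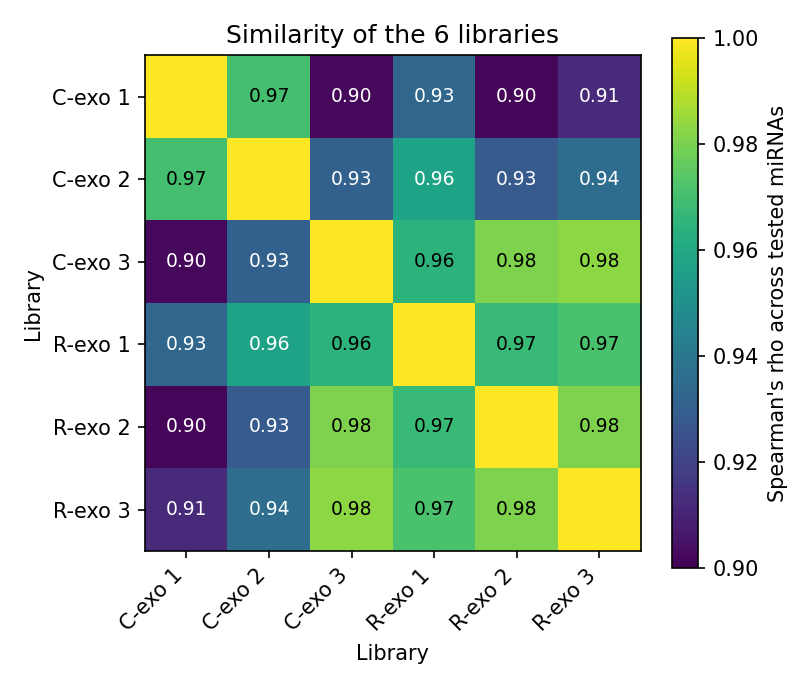
Spearman's rho across the 404 tested miRNAs (TMM-normalized log2 CPM) for each pair of the 6 libraries, with the value written in each cell and colour from 0.9 to 1. C-exo replicate 3 has values of 0.965 to 0.983 with the R-exo libraries and of 0.902 and 0.931 with the other C-exo libraries.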

The exact reasons are not clear. It may be that the increase in the number of exosomes released at the early phase of RIPC is transient, and it will be adjusted by itself after some time.

This study has some limitations. First, there is currently a lack of animal models or specific inhibitors for blocking exosome production *in vivo*, which precludes *in vivo* loss-of-function studies with RIPC-induced exosomes concerning cardioprotection. Second, although the results demonstrated the protective role of plasma exosomes at the late phase of RIPC, the free-exosome plasma at the late phase of RIPC also had the potential for cardioprotection. This result suggested that there may be also other protective materials in pre-conditioned plasma, although exosomes were more representative and applicable. Third, the protective mechanism of plasma exosomes at the early phase and the late phase may be different. Further study was needed to explore the reason for the differences between plasma exosomes at the early phase and the late phase. Fourth, we focused more on the cardioprotective effect of plasma exosomes at the late phase of RIPC and only made a preliminary exploration on the mechanism.

## Conclusion

In conclusion, the late-phase RIPC derived plasma exosomes may be a carrier to transfer the cardioprotection against myocardial ischemia-reperfusion injury and exosomal miR-126a-3p was identified as an important cardioprotective molecule, which activated the RISK pathway and inhibited the activation of apoptotic protein Caspase-3. These findings present a novel mechanism underlying the exosomes at the late phase RIPC transferred cardioprotection against MI/R injury through miR-126a-3p. Exosomal miR-126a-3p might be a novel cardioprotective molecule in the prevention and rehabilitation of MI/R injury.

## Data Availability Statement

The original contributions presented in the study are publicly available. This data can be found here: GEO accession number: GSE182675.

## Ethics Statement

The animal study was reviewed and approved by Animal Care Ethics Committees of the Sixth Affiliated Hospital, Sun Yat-sen University.

## Author Contributions

SJ supervised the study and revised the manuscript. DL performed the experiments, analyzed data, and drafted the manuscript. YZha designed the study and revised the manuscript. CZ and FW performed the experiments. YZho analyzed the data. All authors contributed to the article and approved the submitted version.

## Funding

This research was supported by grants from the National Natural Science Foundation of China (Grant No. 81600396).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher's Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

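Small RNA libraries from plasma exosomes of control rats (C-exo, 3 libraries) and of rats at the late phase of RIPC (R-exo, 3 libraries) were sequenced on an Illumina HiSeq platform. The authors deposited 1 table of raw counts, the number of reads on each of 763 mature rat miRNAs in each library, without normalization and without pooling of replicates. Adaptor trimming, alignment, the miRNA database, the mismatch rule and the treatment of reads that match several miRNAs were done by the authors and are not named in the text of the paper, so the effect of these steps on closely related miRNAs, such as the let-7 family, is not known. The libraries were assigned to groups and replicate numbers from the labels of the samples, read against the methods. Every column of the table was used.

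The total count per library was between 5484209 and 7531737 in C-exo and between 6982273 and 7380752 in R-exo. A floor of 3 counts was taken as the smallest amount a library can show. The interval of the shared percent is a Wilson 95% interval over the 598 detected miRNAs, taken as independent draws. It covers neither the error of the read counts nor variation between rats. PCR reads without molecular identifiers are not independent molecules.

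The counts were analysed in R 4.3.3 with edgeR 4.0.16. miRNAs were kept by filterByExpr by group (minimum count 10, minimum total count 15), which left 404 of the 598 miRNAs with any count. TMM factors were computed, and R-exo was compared with C-exo by the quasi-likelihood test (glmQLFit and glmQLFTest) with condition as the only term and Benjamini-Hochberg adjustment over the 404 miRNAs. Standard errors of log2 fold changes were taken from the size of the fold change and its F statistic. The criterion of the paper, a fold change over 2 with an unadjusted p under 0.05, and an adjusted p under 0.05 were both counted. Levels are TMM-normalized CPM, and log2 CPM values used a prior count of 2. Single values were compared between groups with an exact two-sided permutation test, for which 0.1 is the smallest p that 3 against 3 allows. The common dispersion was 0.285.

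The miRNAs named in the text were set by a rule: the 6 miRNAs of the qRT-PCR, up to 5 in each direction with the smallest p among calls without overlap between groups, and the miRNAs the paper discusses for conditioning or exercise or as circulating miR-126. Any other name is said to be chosen after its values were seen. The 57 miRNAs of the heat map in Figure 3C were read from the labels of the figure.

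The alternatives were RLE size factors, library size only (RPM) and upper quartile scaling, no filter on low counts, at least 10 counts in every library, DESeq2 1.42.0, edgeR's exact test, limma-voom (limma 3.58.1), a robust quasi-likelihood fit, the ratio of mean RPM with the p of the exact test, normalization without the 10 most abundant miRNAs, each library left out in turn, and the replicate number as a block. The pairing comes from the replicate numbers in the labels, which the groups share although control rats and RIPC rats are different animals. For the detection overlap, other detection rules and 100 random draws of each library to the depth of the smallest were used. Sets of miRNAs typical of red cells, platelets, pancreas, liver, striated muscle and an X-linked testis cluster, and let-7a, let-7b, let-7d, let-7e, let-7g and let-7i, were compared as mean log2 CPM. A check of GC content was void, because a mature sequence was at hand for 6 of the 404 tested miRNAs (1.49%). Gene names and neighbours came from the NCBI RefSeq gene table of the rat assembly GRCr8, used without coordinates.

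The procedure was tested on simulated counts with the means and library sizes of the deposited counts. All miRNAs of a simulation had the same dispersion, and no library was made to resemble the other group. The shares called therefore need not hold for the deposited counts. At the dispersion of the data, 60% of the 135 tested miRNAs that had been changed 4-fold were called at an adjusted p under 0.05, with 5 unchanged miRNAs called. With none changed, 0 were called at an adjusted p under 0.05 and 19 of 407 met the criterion of the paper. At a dispersion of 0.05, all 134 tested changed miRNAs were called, with 7 unchanged ones. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. The qRT-PCR, animal and cell experiments of the paper are not analysed here.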

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

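The tests of miR-541-5p in this part were chosen after its result was seen. miR-541-5p, a name chosen after its values were seen, was the only miRNA that met the criterion of the paper with edgeR's quasi-likelihood test and is not drawn in Figure 3C. It was lower in R-exo, at 36.9 ± 13.7 CPM against 80.7 ± 21.8 CPM in C-exo (SD, n = 3 each), a log2 fold change of -1.13 (standard error 0.47, unadjusted p = 0.039 and adjusted p = 0.46 from edgeR's quasi-likelihood test). Each R-exo library was below each C-exo library (exact two-sided permutation p = 0.1, the smallest possible). Leaving the 10 most abundant miRNAs out of the normalization gave a log2 fold change of -1.24, though TMM already trims such miRNAs, so a few miRNAs taking most of the counts is not excluded. The choice of scaling mattered: with counts scaled to library size only, p rose to 0.087 and the fold change fell under 2. Of the 12 alternatives with all 6 libraries, 8 called it, with adjusted p-values from 0.35 to 0.51 over the 12 (edgeR, DESeq2 or limma). Of the 6 fits that each left out a library, 1 called it, that without C-exo replicate 3 (adjusted p = 0.046, edgeR's quasi-likelihood test). In that fit 132 miRNAs had an adjusted p under 0.05. GC content and reads shared with related miRNAs were not tested for this miRNA. The difference cannot be told apart from these explanations, and among the tested miRNAs 20.2 would pass p of 0.05 by chance.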

How the results depend on the processing

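The alternatives were set before the data were examined. The log2 fold change of miR-126a-3p was above 0 in every fit. With all 6 libraries it lay between 1.312 and 1.503 over the 12 alternatives, with unadjusted p from 0.012 to 0.037 and adjusted p from 0.34 to 0.49 (edgeR, DESeq2 or limma). Across the 6 fits that each left out a library it ranged from 1.01 to 2.00, its unadjusted p from 0.000176 to 0.10, and its adjusted p from 0.0058 to 0.81 (edgeR's quasi-likelihood test). The fits without C-exo replicate 1, C-exo replicate 2 and R-exo replicate 3 gave p over 0.05. In the same fits the log2 fold change ranged from 0.88 to 1.84 for let-7c-5p, from 1.14 to 3.13 for let-7f-5p, from 1.03 to 1.45 for miR-203a-3p and from 1.05 to 2.53 for miR-98-5p, and an adjusted p under 0.05 was reached for these 4 only without C-exo replicate 3. For miR-144-3p it ranged from 0.96 to 1.19 with adjusted p from 0.060 to 0.81 (edgeR's quasi-likelihood test). The fold change of miR-144-3p was under 2 without R-exo replicate 2 and without the 10 most abundant miRNAs in the normalization (0.97). The 5 other qRT-PCR miRNAs were higher in R-exo in every fit. Of them, 2 had p under 0.05 in the main analysis and between 2 and 5 did in the alternatives with all libraries.

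No alternative with all 6 libraries gave an adjusted p under 0.05, while 33 to 63 miRNAs met the criterion of the paper, against 38 in the main analysis, where 38 also had an unadjusted p under 0.05. The number reached 63 without the filter on low counts. Across the fits that each left out a library, 0 to 132 miRNAs had an adjusted p under 0.05 and 15 to 182 met the criterion, 3 to 100 of them higher in R-exo. Of the 38 calls, between 9 and 37 were kept when a library was left out, and 2 were kept in all 6 such fits. No call changed sign.

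The number called higher in R-exo, 8 in the main analysis (21.1% of calls), was 18 with library size scaling (54.5%), 27 without the filter on low counts (42.9%), 24 with DESeq2 (42.1%), 27 with limma-voom (55.1%), 24 with the ratio of mean RPM (44.4%) and 12 with RLE size factors (32.4%). In the paired fit with the replicate block it was 25 (65.8%), and the mean correlation of same-numbered libraries was 0.11. The median log2 fold change of the tested miRNAs was -0.05 in the main analysis, 0.10 with library size scaling and -0.13 with at least 10 counts in every library or without the 10 most abundant miRNAs in the normalization. The cause of these shifts was not tested.

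Adjusted over the heat map list alone, 0 miRNAs were under 0.05 in the main analysis, 41 with upper quartile scaling, 53 without the filter, 33 with at least 10 counts in every library, 43 with DESeq2, 42 with the exact test, 53 with the ratio of mean RPM, 43 without the 10 most abundant miRNAs in the normalization, and 0 to 50 with a library left out. It was 0 in the other 5 of the 12 alternatives, which were RLE size factors, library size scaling, limma-voom, the robust fit and the replicate block. The smallest adjusted p of the main analysis was 0.054, so that small shifts in p moved many miRNAs past 0.05 together. The list comes from the same libraries, so these numbers show no stability.

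miR-126a-3p ranked 1 by mean CPM among the calls higher in R-exo. It ranked 6 by fold change and 6 by p, with miR-3084a-5p and miR-3084b-5p, identical in counts, counted separately ahead of it. By mean CPM it ranked 2 with library size scaling, without the filter and with limma-voom, 3 with the replicate block, and 1 to 3 in the 3 fits with a library left out that called it. The other 3 such fits did not call it and give no rank. The shared percent of detected miRNAs was 85.5% when a count in all 3 libraries was required, 88.3% with at least 2 of the 3, and 86.3% to 92.2% with a library left out. With a library left out, 5 to 20 miRNAs were found in C-exo only and 31 to 76 in R-exo only, against 10 and 39. The 5 and the 76 both came without C-exo replicate 3. The cause was not tested.

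Some directions reversed. miR-24-3p had a log2 fold change of 0.0015 with RLE size factors, 0.089 with library size scaling and with the ratio of mean RPM, 0.019 with DESeq2, and -0.13 to 0.0094 with a library left out. miR-1-3p had 0.44 with limma-voom, 0.31 with the replicate block, and -1.05 to 1.43 with a library left out. Leaving out a library gave -0.016 to 1.93 for miR-126a-5p and -0.84 to 0.12 for miR-342-5p. The R-exo minus C-exo difference of the red cell set was 0.12 with library size scaling and -0.31 to 0.18 with a library left out, that of the liver set -0.13 to 0.37, and that of the striated muscle set -0.36 to 0.58. Of the other values for named miRNAs, 36 changed in the alternatives with all libraries (6 weaker, 30 stronger) and 36 with a library left out (28 weaker, 8 stronger), each judged at p of 0.05.

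The GC correction, alone or with the replicate block, was not run, since sequences were at hand for 6 of the 404 tested miRNAs. miR-3084a-5p and miR-3084b-5p have no value with at least 10 counts in every library. Low counts limit the miRNAs found in 1 group only: 7 of the 10 in C-exo and 24 of the 39 in R-exo had at most 3 counts in all, so their absence from the other group was not detectable as a difference at this depth.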

Differences from the paper's values

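The paper reports 23 miRNAs higher in R-exo at its criterion, and edgeR's quasi-likelihood test called 8. Among the alternatives set before the data were examined, the number was within 1.5 times the paper's with library size scaling (18), without the filter on low counts (27), with DESeq2 (24), with limma-voom (27), with the ratio of mean RPM (24) and with the replicate block (25). It was not with RLE size factors (12), upper quartile scaling (11), at least 10 counts in every library (6), the exact test (11), the robust fit (8), normalization without the 10 most abundant miRNAs (10) or any fit that left out a library (3 to 100). The total of 38 calls lies 1.5 times under the paper's 57, which is within the margin used here. DESeq2 gave 57 calls, of which 51 are drawn in Figure 3C in the same direction. The ratio of mean RPM with the exact test gave 54 calls, of which 51 are so drawn. Without the filter on low counts 53 of the 63 calls are so drawn. The overlap therefore does not single out the test that the authors used.

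Of the 57 miRNAs drawn in Figure 3C as differentially expressed, 37 were called and 20 were not, 15 drawn higher in R-exo and 5 drawn higher in C-exo. Among them are 3 of the 6 miRNAs taken to qRT-PCR. let-7c-5p, let-7f-5p and miR-98-5p had unadjusted p of 0.060, 0.082 and 0.062 (edgeR's quasi-likelihood test). All 3 were called with library size scaling, upper quartile scaling, no filter on low counts, DESeq2, limma-voom, the ratio of mean RPM, the replicate block and normalization without the 10 most abundant miRNAs. let-7c-5p and miR-98-5p were also called with RLE size factors, and miR-98-5p with the exact test. Of the 20, 19 were called under at least 1 of the 12 alternatives with all 6 libraries. The exception, a name chosen after its values were seen, was miR-19a-5p. Without the filter on low counts, all 57 had the direction drawn.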

Other observations

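For C-exo replicate 3, the tests of exchanged labels, of the most abundant miRNAs and of depth were chosen after its resemblance to R-exo was seen, and the other tests in this part were set before their values were known. C-exo replicate 3 resembled the R-exo libraries over all tested miRNAs and not only over those drawn in Figure 3C. Its mean Spearman's rho with the R-exo libraries was 0.060 above that with the other C-exo libraries, and for 331 of the 404 tested miRNAs (81.9%) it was nearer to the R-exo mean than to the mean of the other C-exo libraries. For the other 5 libraries the share nearer to the opposite group was between 25.2% and 41.3%. The difference in rho was 0.064 without the 10 most abundant miRNAs and 0.059 with every library drawn down to equal depth, which speaks against a difference in depth. Ranks over 404 miRNAs can move little when 10 are left out, so a few miRNAs taking most of the counts cannot be excluded. Of the 3 exchanges of C-exo replicate 3 with an R-exo library, the one with R-exo replicate 1 gave the most calls, 15 miRNAs at an adjusted p under 0.05 (edgeR's quasi-likelihood test) and 136 at the criterion of the paper, against 0 and 38 with the labels as deposited. The exchange with R-exo replicate 2 gave 0 and 28 and that with R-exo replicate 3 gave 0 and 37, both under the deposited labels at the criterion. An exchanged or mislabelled library may produce this, but so might a technical difference of C-exo replicates 1 and 2 from the rest or variation between rats, and the counts cannot tell these apart. No biological explanation was tested.

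The number of calls was set against other splits of the 6 libraries. Of the 10 splits into 3 and 3, 4 part all 3 same-numbered pairs as the real split does, and the others part 1 pair. Of the 4, 1 split, the real one, gave as many as 38 calls at the criterion, and C-exo replicates 1 and 2 with R-exo replicate 3 against the rest gave 37. All 4 of the 4 splits gave 0 miRNAs at an adjusted p under 0.05. Over all 10 splits, 2 gave 38 calls or more. With so few splits the share cannot fall under 0.05, and chance cannot be excluded. The simulated data at the same number of libraries and the common dispersion gave calls at an adjusted p under 0.05 for 60% of 135 tested miRNAs changed 4-fold. There all miRNAs had the same dispersion and no library resembled the other group as C-exo replicate 3 did. The share may therefore be lower in the deposited counts, and smaller changes were not simulated.

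Technical sources of the difference between C-exo and R-exo were weighed. Without the 10 most abundant miRNAs in the normalization, 49 miRNAs were called against 38. Library totals overlapped between groups, with medians of 7026515 in C-exo and 7025998 in R-exo, so library size did not separate the groups. At equal depth the shared percent of detected miRNAs moved by 0.32 points, which bears on detection and not on the calls. Calls were not recomputed at equal depth, so an effect of depth on them was not tested. TMM already trims the most abundant miRNAs, so leaving them out is a weak test, and with library size scaling the calls were 18 higher in R-exo and 15 higher in C-exo, against 8 and 30. GC content bias between libraries was not testable, with sequences for 6 tested miRNAs. The difference cannot be told apart from GC bias or from a few miRNAs taking most of the counts.

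Other sources of RNA were tested with sets of miRNAs listed beforehand. For miR-144, which neighbours the red cell miRNA miR-451 in the genome, the other red cell miRNAs (11 tested) differed between groups by -0.036 in mean log2 CPM (exact two-sided permutation p = 1) and overlapped, and the sign changed to 0.12 with library size scaling. Members went both ways: miR-451-5p had a log2 fold change of 0.37 and miR-16-5p of 1.25, and miR-486 of -1.07, with unadjusted p of 0.52, 0.15 and 0.052 (edgeR's quasi-likelihood test). These 3 were singled out after their values were seen. As a set, red cell miRNAs in the plasma (hemolysis) did not separate the groups. For miR-216 and miR-217, taken from Figure 3C before their counts were seen, as were the miRNAs of the X-linked cluster, the counts of all arms summed to 25, 72 and 153 in C-exo and 196, 1033 and 89 in R-exo replicates 1, 2 and 3. Other pancreas miRNAs (3 tested) had a mean log2 CPM of 11.73 in R-exo replicate 2 against 12.22 in C-exo replicate 1, the highest library, and 11.55 and 11.38 in R-exo replicates 1 and 3. The set was lower in R-exo by 0.35 (exact two-sided permutation p = 0.1, the smallest possible), each R-exo library below each C-exo library, and by 0.19 (p = 0.3) with library size scaling. These miRNAs were abundant in every library, so a small amount of RNA from the pancreas in R-exo replicate 2 need not have shifted their mean, and the test cannot decide. For miR-741, miR-743b, miR-871 and miR-471, other miRNAs of the X-linked testis cluster (2 tested) were highest in R-exo replicate 2, with a mean log2 CPM of 3.29 against 1.83 in C-exo replicate 1, the next. The 19 cluster miRNAs outside Figure 3C summed to between 13 and 52 counts in 5 of the libraries and to more in R-exo replicate 2. The 2 tested miRNAs are opposite arms of stem-loops drawn in Figure 3C, so the test is not independent of the pattern. The 5 cluster miRNAs drawn in Figure 3C summed to 5, 4 and 4 counts in C-exo replicates 1, 2 and 3. In R-exo replicates 1, 2 and 3 they summed to 13, 139 and 25. Each R-exo library was above each C-exo library, but these miRNAs were listed as higher in R-exo from the same libraries. RNA of this cluster in R-exo replicate 2, as a hypothesis, may account for part of the cluster's place in the list. Whether that RNA came from RIPC or from that library alone was not tested.

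The platelet set (10 miRNAs) differed by 0.22 (exact two-sided permutation p = 0.3), the liver set (3) by 0.09 (p = 0.8), the striated muscle set (7) by 0.15 (p = 1) and the arms of let-7a, let-7b, let-7d, let-7e, let-7g and let-7i (12) by 0.69 (p = 0.2) in mean log2 CPM, R-exo minus C-exo. With library size scaling, the platelet set differed by 0.38 and the let-7 set by 0.85. With a library left out, the platelet set differed by 0.12 to 0.36 and the let-7 set by 0.49 to 1.05. In the let-7 set C-exo replicate 3, at 8.48, lay above R-exo replicate 1, at 8.08.

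The ratio of miR-126a-3p to miR-126a-5p counts was 51.0, 37.7 and 17.9 in C-exo replicates 1, 2 and 3 and 37.9, 26.4 and 95.3 in R-exo replicates 1, 2 and 3. The groups overlapped in this ratio. In this table 3 pairs of miRNAs with at least 20 counts in all held identical counts in every library. They are let-7a-1-3p with let-7c-2-3p, miR-3084a-5p with miR-3084b-5p, and miR-466b-2-3p with miR-466b-4-3p, names chosen after their values were seen. The miR-3084 pair contributed 2 of the 8 calls higher in R-exo.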
